# Fra-2 overexpression upregulates pro-metastatic cell-adhesion molecules, promotes pulmonary metastasis, and reduces survival in a spontaneous xenograft model of human breast cancer

**DOI:** 10.1007/s00432-021-03812-2

**Published:** 2021-10-24

**Authors:** Sabrina Arnold, Jan Kortland, Diana V. Maltseva, Stepan A. Nersisyan, Timur R. Samatov, Susanne Lezius, Alexander G. Tonevitsky, Karin Milde-Langosch, Daniel Wicklein, Udo Schumacher, Christine Stürken

**Keywords:** Breast cancer, Transcription factor, AP-1, Fra-2, Metastasis

## Abstract

**Purpose:**

The transcription factor Fra-2 affects the invasive potential of breast cancer cells by dysregulating adhesion molecules in vitro. Previous results suggested that it upregulates the expression of E- and P-selectin ligands. Such selectin ligands are important members of the leukocyte adhesion cascade, which govern the adhesion and transmigration of cancer cells into the stroma of the host organ of metastasis. As so far, no in vivo data are available, this study was designed to elucidate the role of Fra-2 expression in a spontaneous breast cancer metastasis xenograft model.

**Methods:**

The effect of Fra-2 overexpression in two stable Fra-2 overexpressing clones of the human breast cancer cell line MDA MB231 on survival and metastatic load was studied after subcutaneous injection into scid and E- and P-selectin-deficient scid mice.

**Results:**

Fra-2 overexpression leads to a significantly shorter overall survival and a higher amount of spontaneous lung metastases not only in scid mice, but also in E- and P-deficient mice, indicating that it regulates not only selectin ligands, but also selectin-independent adhesion processes.

**Conclusion:**

Thus, Fra-2 expression influences the metastatic potential of breast cancer cells by changing the expression of adhesion molecules, resulting in increased adherence to endothelial cells in a breast cancer xenograft model.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00432-021-03812-2.

## Introduction

Breast cancer is the most frequent form of cancer in women and the most common cause of female cancer death (Eccles et al. 2013). Metastasized breast cancer still represents a considerable clinical problem, as it cannot ultimately be cured and thus most patients die because of the metastatic spread to vital organs such as lung, bone marrow, and liver (Pantel and Brakenhoff 2004). To achieve progress in the treatment of metastasized breast cancer, a better understanding of the process of metastasis formation is therefore necessary. During distant metastasis formation, cancer cells first of all separate from the primary tumour and invade the local stroma, enter the tumour blood vessels, and are transported through the circulation to distant sites. Here, adhesion to endothelial cells and extravasation into the stroma of the secondary site follows, where some of the emigrated cells eventually grow into clinically detectable metastases (Carr and Orr 1983; Fidler 1978, 2003). Endothelial cells at this site express E- and P-selectins at their luminal surface, which have been previously described as mediators of the first step of leucocyte adhesion and transmigration at sites of inflammation. Comparable with leucocyte adhesion, studies have demonstrated an involvement of selectins in the attachment and transmigration of circulating tumour cells (Gout et al. 2008; Tremblay et al. 2006). The particular contribution of selectin expression to cancer progression is defined by the temporal and spatial presence of selectins on the luminal endothelial cell surface but also on the presence of selectin ligands on the cancer cell membrane (Borsig 2018). The classical (canonical) binding partners of selectins are carbohydrate structures, which must be presented on specialized protein scaffolds that enhance ligand clustering, which enables effective selectin binding (Varki 1997). Enhanced selectin ligand expression on tumour cells enables the contact with the endothelium and thereby regulates tumour cell progression (Borsig 2018).

In a foregoing study, we demonstrated that the overexpression of the transcription factor Fra-2 (FOSL2 or Fos-related antigen-2) in MDA MB231 cells resulted in altered in vitro expression of cell-adhesion molecules involved in cell–cell or cell–matrix interactions and investigated the adhesive potential of these transfected cells. A strong increase of transiently adherent (rolling) cells compared with the control cells was observed in laminar flow assays with E-selectin coated surfaces, indicating that Fra-2 overexpression upregulates expression of cell-adhesion molecules or their ligands, respectively, of the leukocyte adhesion cascade (Schroder et al. 2010). In particular, the observation that increased Fra-2 expression can lead to increased attachment of the cancer cells to E-selectin suggests that Fra-2 also modulates selectin-binding sites in breast cancer cells in vivo and thus allows the tumour cells to adhere to the vascular endothelium via E-selectin.

The expression of these cell-adhesion molecules and their ligands underlies the regulation by transcription factors including Fra-2. Fra-2 (Fos-related antigen-2) is part of the AP-1 (activating protein-1) transcription factor complex, consisting of the Fos-, Jun-, ATF-, and MAF-protein families (Angel and Karin 1991; Eferl and Wagner 2003; Goetz et al. 1996; Vogt and Bos 1990) that bind to regulatory sequences of various target genes, which in turn are induced by growth factors, cytokines, oncoproteins, or tumour promoters like TPA (12-*O*-tetradecanoylphorbol-13-acetate). They form hetero- or homodimers, whose respective combination determines the genes that are regulated by AP-1 (Eferl and Wagner 2003). Initially, Fra-2 was thought to be primarily involved in bone formation (Bozec et al. 2013) and appeared to be associated with several different physiological and pathological processes, such as photoperiodic regulation (Engel et al. 2005) or fibrosis (Roy et al. 2010). In addition, further studies have shown that Fra-2 might play a pivotal role in the progression of diverse human tumour types in vivo (Milde-Langosch 2005). Fra-2 overexpression was found in salivary gland tumours (Maruya et al. 2004), colorectal cancer (Zhang et al. 2005), adult T-cell leukaemia (Nakayama et al. 2008), cutaneous T-cell lymphomas (Nakayama et al. 2012), and tongue cancer (Gupta et al. 2015). Although breast cancer is probably the most intensively studied tumour entity in terms of the role of AP-1 members in malignant progression, still considerably uncertainties about the function of Fra-2 expression in breast cancer exist. So far, only one study has shown that in breast cancer, overexpression of Fra-2 is associated with a more aggressive tumour phenotype, suggesting that Fra-2 may be involved in breast cancer progression in vivo (Milde-Langosch et al. 2008).

It was also recently shown that Fra-2 facilitates TGF-ß1-induced migration in non-small cell lung cancer (NSCLC) cells by interaction with the transcription factor Smad3 (Wang et al. 2014). Due to these multiple interactions, Fra-2 is an ideal candidate, which can possibly exert a regulatory effect on the expression of many different cell-adhesion molecules and their ligands, respectively. We therefore wanted to investigate which of these regulatory effects of Fra-2 operate in an in vivo model of breast cancer metastasis and focused on E- and P-selectin-binding sites as the first receptors of the leukocyte adhesion cascade. By studying the effect of Fra-2 overexpression in MDA MB231 breast cancer cells in scid mice and E- and P-selectin-deficient mice, we investigated the role of this transcription factor in tumor cell adhesion and metastasis in vivo. By comparison of tumor xenografts in both mouse models, we further analysed the role of selectins from both the ligand and the receptor sides during this process.

## Materials and methods

### Cell lines

All cells derived from the human breast cancer cell line MDA MB231 were cultivated as described before (Milde-Langosch et al. 2008) and stable clones with increased Fra-2 expression had been generated by transfections with the plasmid Fra-2-pIRES containing the full Fra-2 cDNA cloned in the bicistronic vector pIRES (Milde-Langosch et al. 2008). For the following experiments, the MDA-Fra-2 clones (cl) 1 and 2 and the MDA-pIRES clone as negative control were used. All cell lines were routinely tested for mycoplasma infection using the PCR-based VenorGeM Mycoplasma Detection kit (Minerva Biolaps GmBH, Berlin, Germany) according to the manufacturer’s instructions. Only cells negative for mycoplasma infection were used for further experiments. Authenticity of human cell lines has been confirmed by STR analysis (DSMZ Braunschweig, Germany).

### Subcutaneous xenograft mouse model

In this study, female Balb/c severe combined immunodeficient (scid) mice as well as E-selectin −/− and P-selectin −/− scid mice were used. Scid mice had been crossbred with E- and P-selectin-deficient mice (Jackson laboratory, stock no: 002916) and selectin deficiency was verified as described previously (Stubke et al. 2012). The mice were housed under pathogen-free conditions in IVC cages and provided with sterile food and water ad libitum. For injection into mice cells from MDA-Fra-2 clone 1 and 2 and as negative control MDA-pIRES cells were adjusted to 5 × 10^6^ ml^−1^ medium. 200 µl of this suspension were injected subcutaneously between the scapulae of each mouse. Cells from every cell line were injected into groups of 20 animals each. When the primary tumours had reached maximum 20% of the body weight of the animal at the beginning of the experiment or ulcerated, the mice were terminally narcotized, and then sacrificed by cardiocentesis and cervical dislocation. Right lungs were excised en bloc and prepared for histologic analysis; left lungs were subjected to DNA isolation. Bone marrow was received by flushing the left femora with 1 ml NaCl 0.9%. Two hundred microliters of blood and the bone marrow suspension were subjected to DNA isolation. Then primary tumours were removed, weighed, and processed for histologic analysis, RNA isolation, and protein isolation.

### Ethical approval and informed consent

The methodology for carrying out the animal experiments was consistent with the UKCCCR guidelines for the welfare and use of animals in cancer research (Workman et al. 2010) and were carried out in compliance with the appropriate Animal Research: Reporting in vivo Experiment (ARRIVE) guidelines (Percie du Sert et al. 2020). The xenograft experiment was supervised by the animal welfare officer institute and the local licensing authority (Behörde für Soziales, Familie, Gesundheit und Verbraucherschutz, Amt für Lebensmittelsicherheit und Veterinärwesen, Hamburg, Germany) approved the experiment under the Project No. G09/58. All methods were performed in accordance with the relevant guidelines and regulations by the local authorities.

### Histology and morphological analysis of spontaneous lung metastases

One piece of primary tumour, right lung, and bone marrow were fixed in 4% buffered formalin and processed for wax histology. Five µm sections were cut from primary tumours for immunohistochemistry and hematoxylin and eosin (H.E.) staining. The lungs were fixed en block and subsequently cut into 1 mm-thick slices and embedded in 2% agar. Afterwards, the lung slices were paraffin-embedded and cut into 5 µm-thick sections. Ten sections of each paraffin wax block were H.E. stained and metastases were counted at a 200-fold magnification using Zeiss Axiophot photomicroscope (Zeiss, Jena, Germany). The total number of lung metastases was determined for all mice using quantitative assessment as described before (Jojovic and Schumacher 2000). Additionally, two series of serial sections out of the middle of each paraffin wax block were preserved for further immunohistological analyses.

### DNA extraction and real-time PCR for detection of circulating tumour cells, disseminated tumour cells, and lung metastases

DNA extraction of 200 µl murine blood was performed using the QIAamp DNA Blood Mini Kit (Qiagen, Hilden, Germany), and for DNA isolation of murine bone marrow and lung, the QIAamp DNA Mini Kit (Qiagen, Hilden, Germany) was used, according to manufacturer`s instructions. A serial dilution with tenfold dilution of extracted DNA from 1 × 10^6^ cell culture cells MDA MB231 to one cell was established. Control samples were isolated from mice without injected tumour cells. To quantify human tumour cells by real-time polymerase chain reaction (PCR), established primers specific for human Alu-sequences were used as described before (Nehmann et al. 2010).

Analyses were performed in triplicates and at least in two independent experiments, for each sample.

### RNA isolation and cDNA microarray analysis

Approximately 50 mg of fresh-frozen primary tumour tissue was crushed in liquid nitrogen. The total RNA was isolated using QIAzol Lysis Reagent (Qiagen, Hilden, Germany) and the miRNeasy Mini Kit (Qiagen, Hilden, Germany), according to manufacturer`s instruction. RNA yield was determined by UV absorbance using NanoDrop 1000 Spectrophotometer (Peqlab, Erlangen, Germany). The RNA quality was assessed by analysis of ribosomal RNA band integrity on an Agilent 2100 Bioanalyzer and RNA 6000 LabChip kit (Agilent Technologies, Palo Alto, CA, USA). The RIN values of RNA samples used for microarray analysis were higher than 7.7. The microarray experiments were performed according to the manufacturer's instructions (TermoFisher Scientific UserGuide P/N 703174) and as described in (Khaustova et al. 2017; Kudriaeva et al. 2017). Procedures for cDNA synthesis and labeling were carried out according to the GeneChip WT PLUS Reagent Kit (Applied Biosystems) protocol using 500 ng of total RNA as the starting material. Target DNA fragmentation, labeling, hybridization on Affymetrix Gene Chip Human Transcriptome Array 2.0 microarrays, array washing, staining, and scanning were performed as described in Sakharov et al. (2012). Background correction of the raw microarray data (CEL-files), normalization, and differential expression analysis were carried out using limma v3.13 R package (Ritchie et al. 2015). Functional annotation analysis was performed with DAVID v6.8 (Huang et al. 2009). All CEL-files are available in the Gene Expression Omnibus database (www.ncbi.nlm.nih.gov/geo/) under accession number GSE148089.

### qRT-PCR analysis

RNA was reverse transcribed to cDNA using 2 µg of total RNA as a starting material. Quantitative PCR analysis was carried out using the SYBR Green 5 × qPCRmix-HS SYBR reaction mix (Evrogen, Moscow, Russia). Amplification included 10 min denaturation at 94 °C, 40 cycles 20 s melting at 94 °C followed by 10 s annealing at 64 °C and 15 s elongation at 72 °C. Primer pairs were designed and characterized as described in Maltseva et al. (2013).

PCR efficiencies of all primer sets were higher than 1.9 and lower than 2.17 (Table 1), except for *CTSS* (1.79), *LGALS1* (1.86), and *SRGN* (1.88). All RNA samples were analysed in triplicate and averaged. Target genes were normalized to the reference genes *PTMA, RPS23, EEF1A1, ACTB*, and *GAPDH,* and data were processed based on the ∆∆Ct method (Livak and Schmittgen 2001). Reference gene selection and validation were performed using the approach described in Maltseva et al. (2013).

**Table 1:** Primer sequences of genes used for qRT-PCR

Gene symbol	Forward primer (5'→3')	Reverse primer (5'→3')	Efficiency	SD (E)
TSPAN8	TGAGCGCCACAGGGGAAAGT	CTCCATTGACCAAACCGCAGCA	1.99	0.06
TSPAN6	TGTACTCCACAGAGAGATGCAGACA	ACGAGAGAGGCAGTAGGCGAGA	1.95	0.16
DSC2	CTTGCATCAGACCAAGGAGGGAG	AGGCTCATCAGGATCAACCGCA	1.95	0.1
GALNT11	TGTCATAGACCGCACGCCAG	GCTGTCCAGGAACACAAGGACT	1.9	0.16
ADRM1	TTGCCATCTGGGGAGTCGCT	AAACGCTTCCACATCGCCCT	2	0.14
BABAM1	TTCGGACACCAAGGGTCAACTGT	ACGACTCCAGCTTTGGCAGTGA	1.96	0.08
ADGRF5 (GPR116)	CCTCATCCCTTCCTGCTGCAAAA	GACTTTCCCCGGCTCTCCGA	1.94	0.09
ESAM	GCTGGAAGTGAGCACAGGGC	GGAGCAATGGCATCCTCCTTGA	2.05	0.06
CTSS	CCCTGGATCACCACTGGCATCT	AGCACCACAAGAACCCATGTCTC	1.79	0.12
MGAT4A	AGCGGCAACCAAGAACATCCTG	CCACCATTCCTTCTGCAACACCA	2.04	0.09
LGALS1	ATCATGGCTTGTGGTCTGGT	GCACGAAGCTCTTAGCGTCA	1.86	0.11
MTA2	AGCAGAGTGCTCCATTCGAC	GGCCACCAGATCTTTGACGA	2.04	0.21
B4GALT6	ACGTATCTCCCGGAAAACTTCA	AATCCTCGCATATAAGGCAGC	1.99	0.15
CTTN	AGGTGTCCTCTGCCTACCAG	AGCCGCATCCTCATAGACG	1.95	0.09
SRGN	TCTGCAAACTGCCTTGAAGAAAA	CCTGGATTCTCGTCTTTGGAAAA	1.88	0.12
Reference genes				
PTMA	ACCAGCTCCGAAATCACCACCA	AGCAGGGGCGTCTCTTCCAT	2.17	0.08
RPS23	CCGTAGTCACCGACGAGACCA	TTGGCTGTTTGGCTTCAACTCCT	2.09	0.09
EEF1A1	CCCTAAAAGCCAAAATGGGAAA	TAGTGGTGGACTTGCCCGAAT	1.98	0.07
ACTB	CTGGAACGGTGAAGGTGACA	AAGGGACTTCCTGTAACAACGCA	2.03	0.08
GAPDH	GAAGGTGAAGGTCGGAGTC	GAAGATGGTGATGGGATTTC	2.02	0.12

### Protein extraction and Western blot analysis

For total protein extraction, about 100 mg fresh-frozen primary tumour tissue was crushed in liquid nitrogen and immediately suspended in ice cold self-made RIPA lysis buffer containing a protease inhibitor cocktail (Calbiochem, Darmstadt, Germany). The suspension was stored at − 20 °C until usage. Protein content of each sample was determined by BCA protein assay (Pierce BCA Protein Assay kit, Thermo Scientific, Rockford, IL, USA). Western blots were performed as described previously (Schroder et al. 2009). For validation of differentially expressed genes, the following primary and secondary antibodies are specified below; visualization by chemiluminescence reagents (SuperSignal West Pico Chemiluminescent Substrate kit, Thermo Scientific, Rockford, IL, USA) with Hyperfilm ECL films (GE-Healthcare, Freiburg, Germany). Band intensities were quantified by densitometry with GS-800 Calibrated Densitometer (BioRad, München, Germany). The intensities of the specific protein bands were calculated as percentage intensity of the control sample and corrected for equal actin loading.

### Commercial antibodies used for Western blot analysis

#### Primary antibodies

ß-Actin (RRID: AB_626632; cl C-4;1:500; Santa Cruz, Heidelberg, Germany).

Fra-2 (RRID: AB_2107084; cl Q-20;1:200; Santa Cruz, Heidelberg, Germany).

HCAM (RRID: AB 627,066; CD44; cl F-4; 1:200; Santa Cruz, Heidelberg, Germany).

ICAM-1 (RRID: AB_627123; cl G-5; 1:250; Santa Cruz, Heidelberg, Germany).

Integrin β4 (RRID: AB_626839; G-7; sc-13127; 1:500; Santa Cruz, Heidelberg, Germany).

L1-CAM (cl UJ 127.11; 1:25; obtained from Altevogt Lab, Heidelberg, (Ebeling et al. 1996)).

ALCAM (RRID: AB_868825; ab49496; 1:500; Abcam, Cambridge, United Kingdom).

#### Secondary antibodies

HRP goat anti-mouse IgG (RRID: AB_631736; 1:8000; sc-2055; Santa Cruz, Heidelberg, Germany).

HRP goat anti-rabbit IgG (RRID: AB_631748; 1:8000; sc-2054; Santa Cruz, Heidelberg, Germany).

### Immunohistochemistry

Immunohistochemical analyses were performed on paraffin-embedded sections of the primary tumour and right lungs. Sections were deparaffinized with xylene and rehydrated in a series of graded ethanol to distilled water. Primary Antibodies, secondary antibodies, and pretreatment are described below. All sections were counterstained with Mayer`s hemalum. Photographs were taken using Zeiss Axiophot 2 photomicroscope (Zeiss, Jena, Germany).

Commercial antibodies and pretreatment used for immunohistochemical analysis:

**Table:** 

Antibodies	Pretreatment
Fra-2 (RRID: AB_2107084; cl Q-20;1:50) (Santa Cruz, Heidelberg, Germany)	S1699 (DAKO), microwave
CD44 (RRID: AB_307182; cl L178; 1:100) (BD—Pharmingen, Heidelberg, Germany)	S1699 (DAKO), steamer, 121 °C
ICAM-1 (RRID: AB_627123; cl G-5; 1:500) (Santa Cruz, Heidelberg, Germany)	S1699 (DAKO), microwave
Integrin β4 (RRID: AB_10866385; cl 439-9B; 1:25) (Abcam, Cambridge, UK)	S1699 (DAKO), microwave
LGALS1 (RRID: AB_2136615; ab25138; 1:400) (Abcam, Cambridge, UK)	Citrate buffer, water bath, 99 °C
Cortactin (CTTN; RRID: AB_2088281; sc11408; 1:50) (Santa Cruz, Heidelberg, Germany)	S1699 (DAKO), microwave
Tspan8 (RRID: AB_2678899; HPA-044337; 1:50) (Atlas; Merck, Taufkirchen, Germany)	S1699 (DAKO), 125 °C
L1-CAM (RRID: AB_2133065; UJ127) (Abcam, Cambridge, United Kingdom)	EDTA, microwave
*Secondary antibodies* Anti-mouse IgG (RRID: AB_631736; sc-2005; 1:8000; Santa Cruz, Heidelberg, Germany) Anti-rabbit IgG (RRID: AB_631746; sc-2004; 1:8000; Santa Cruz, Heidelberg, Germany)	

### Statistical analyses

Data were visualized analysed using Graph Pad Prism 5.0 (GraphPad Software, La Jolla, CA) and SPSS 22.0 software (IBM, Chicago, IL, USA). An ANOVA with post hoc group comparisons model was used to compare tumour weight between control and Fra-2 cl 1 and 2. Due to the explorative nature, no adjustment for multiplicity was applied. For the number of lung metastases and comparison of disseminated tumour cells, a Negative Binomial Generalized Linear Model was applied. The potential confounders tumour weight and time of tumour growth were no independent factors and therefore excluded in all final models. Survival of mice was analysed by Kaplan–Meier survival curves and log-rank tests. All tests were performed at a significance level of *p* = 0.05. All p values are two-sided.

## Results

To analyse the functional role of Fra-2 in breast cancer cells, we established stable transfectants with overexpression of the transcription factor in the cell line MDA MB231 with the pIRES-Fra-2 vector as previously described (Schroder et al. 2010). Strongly enhanced Fra-2 expression levels could be confirmed in two single-cell clones (Fra-2 cl 1 and cl 2) by western blot analysis (Fig. 1a).

**Fig. 1:**
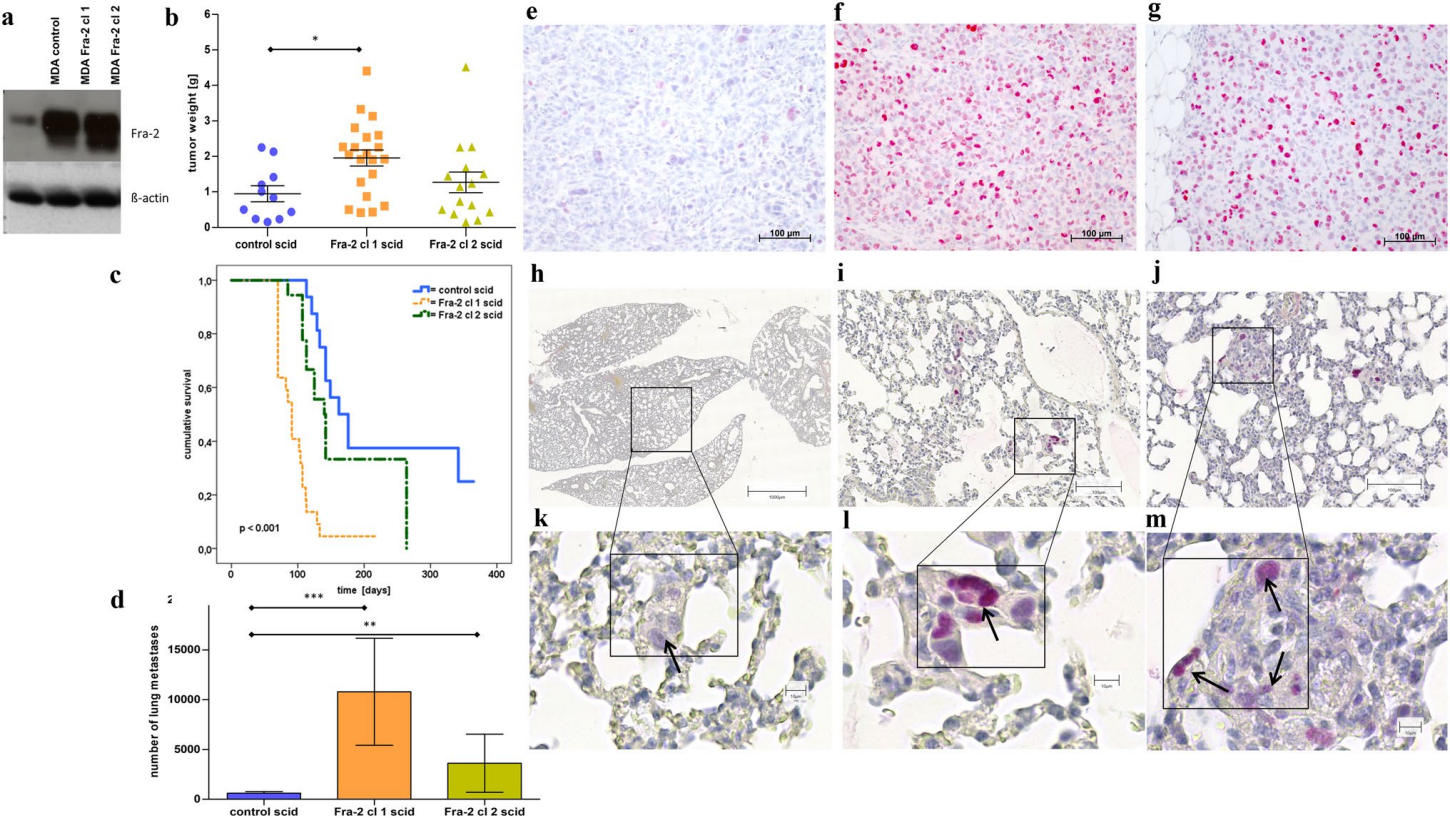
Effect of Fra-2 overexpression on MDA MB231 cells in vitro and in vivo. **a** Western Blot analysis of human total cell lysates showing Fra-2 overexpression in clones 1 and 2 relative to the MDA MB231 stably transfected cells harboring the empty pIRES-P vector (MDA control). ß-actin was used as loading control. The Blot is cropped for clarity, with full-length blot presented in Fig S1. **b** Tumour weight of the resected primary tumours from the scid mice. The tumour weight at the time of death was significantly smaller of the control primary tumours than Fra-2 cl 1 tumours (control mean tumour weight = 0.67 g, Fra-2 cl 1 mean tumour weight = 1.63 g, *p* = 0.018; Fra-2 cl 2 mean tumour weight = 0.87 g, *p* = 0.513) (***p < 0.005; **p < 0.01; *p < 0.05). **c** Kaplan–Meier survival curves of Fra-2 overexpressing human MDA MB231 cells transplanted subcutaneously into scid mice (blue line: scid mice transplanted with the empty vector pIRES = control; deepyellow line: scid mice with transplanted Fra-2 cl 1 cells; lightgreen line: scid mice with transplanted Fra-2 cl 2 cells (*p* < 0.001). Expression of the transcription factor Fra-2 dramatically decreases survival of the mice after subcutaneous injection of human breast cancer cells overexpressing Fra-2. **d** Number of microscopically detectable lung metastases in scid mice showing significant differences between Fra-2 overexpressing and control cells (***p < 0.005; **p < 0.01; *p < 0.05). Bars represent SEM. **e**–**m** Immunohistochemical staining of primary tumours and lung tissues with metastasized cells from scid mice; minimal Fra-2 expression in a primary tumour (**e**) and in metastasized cells of lung tissue (**h**, **k**) from a scid mouse transplanted with control cells; strong Fra-2 expression in a primary tumour and in metastasized cells of lung tissue from a scid mouse with transplanted Fra-2 cl 1 cells (**f**, **j** and **l**) and Fra-2 cl 2 cells (**g**, **j** and **m**). Arrow marks metastatic deposit. Scale bar: 100 and 10 µm

### Fra-2 overexpression leads to shortened overall survival and increased number of metastases in a subcutaneous scid xenograft model of human MDA MB231 cells

To investigate the effects of Fra-2 in vivo, cells of both clones with Fra-2 overexpression as well as control cells were injected subcutaneously into scid mice (Fra-2 cl 1: 22 mice; Fra-2 cl 2: 18 mice; control: 16 mice; total amount of 56 female mice) for a survival experiment. 47 of 56 mice developed primary tumours, particularly 95.5% of mice inoculated with Fra-2 cl 1, 83.3% of mice inoculated with Fra-2 cl 2 as well as 68.8% of mice which were injected with control cells. At necropsy excised control primary tumours were significantly smaller than Fra-2 cl 1 tumours, whereas the difference to cl 2 tumours did not reach statistical significance (control mean tumour weight = 0.67 g, Fra-2 cl 1 mean tumour weight = 1.63 g, Fra-2 cl 2 mean tumour weight = 0.87 g; control vs Fra-2 cl 1 *p* = 0.018; control vs Fra-2 cl 2 *p* = 0.513) (Fig. 1b). The time span between injections of the tumour cells until sacrifice will subsequently be referred to as survival time. Survival analysis demonstrated a significantly longer overall survival of the mice injected with control clone compared to mice injected with the Fra-2 clones 1 and 2 (range 70–342 days, median survival control = 162 days, median survival Fra-2 cl 1 = 91 days, and median survival Fra-2 cl 2 = 140 days, *p* < 0.001) (Fig. 1c). The presence of microscopically detectable lung metastases was confirmed upon histological examination of the right lung. 94.1% of mice injected with Fra-2 cl 1 developed lung metastases (range from 264 to 93,746 lung metastases, mean = 10,785). We detected lung metastases in 54.5% of mice injected with Fra-2 cl 2 cells (range from 140 to 29,744 lung metastases, mean = 3295, whereas significantly fewer metastases were found in the control group injected with control cells (lung metastases were found in 84.6% of control mice, range from 89 to 1766, mean = 576; control vs Fra-2 cl 1 *p* < 0.001, control vs Fra-2 cl 2 *p* = 0.007) (Fig. 1 d).

To demonstrate that the Fra-2 overexpression still existed in primary tumours grown in scid mice and their metastases, we analysed the Fra-2 expression by immunohistochemistry. Elevated Fra-2 protein levels could be detected in primary tumours of Fra-2 scid mice (Fig. 1e–g) and could also be observed in corresponding lung metastases (Fig. 1 h–m).

### Microarray analyses of resected tumours and validation of genes with dysregulated expression in scid mouse tumours

Since Fra-2 overexpression also resulted in an increased number of metastases and reduced overall survival in scid mice, cDNA arrays with mRNA isolated from xenograft tumour tissue were performed and analysed (three tumours per group). 

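RNA of 1 primary tumour was hybridized to each Affymetrix Human Transcriptome Array 2.0, which measures human transcripts. MDA MB231 is a human triple negative breast cancer cell line, and the xenografts in scid mice grew from control cells (3 tumours) or from clones overexpressing Fra-2, cl 1 (3 tumours) and cl 2 (3 tumours). FOSL2, the gene of Fra-2 (transcript cluster TC02000183.hg.1, chromosome 2, 28392858 to 28417317 on GRCh38), had a log2 signal of 7.24 ± 0.24 (SD, n = 3) in control tumours, 7.61 ± 0.05 (SD, n = 3) in Fra-2 cl 1 tumours and 7.42 ± 0.22 (SD, n = 3) in Fra-2 cl 2 tumours. Its log2 difference from control was 0.37 (standard error 0.13, limma adjusted p = 0.209) in cl 1 and 0.18 (standard error 0.13, adjusted p = 0.782) in cl 2. Fra-2 was overexpressed from a cDNA, and whether the probes of this cluster read that cDNA was not tested, so these values are not taken as a measure of the overexpression. Every cl 1 tumour lay above every control tumour (exact permutation test, 2-sided p = 0.1, the smallest p that 3 tumours against 3 allow), and the same test gave p = 0.3 for cl 2. Of 20 genes of the AP-1 family, to which Fra-2 belongs, limma placed 0 past the threshold in both clones together (0 higher and 1 lower when adjusted over the list alone, 2 higher and 3 lower at an unadjusted p under 0.05). The authors summarized the arrays to log2 signals with RMA, and these deposited signals were used without further normalization. Of 67528 transcript clusters, those annotated with 1 gene symbol were kept and the cluster with the highest mean taken for each gene, which left 22465 genes. Means of the 6 groups of scid and select tumours were fitted in limma to 15 of the 16 arrays, with the comparisons, tests and gene lists fixed before the data were examined. Genes with a Benjamini-Hochberg limma adjusted p under 0.05 over all 22465 genes and a log2 difference of at least 1 were taken as differentially expressed. Fra-2 cl 1 select replicate 1 correlated with the other arrays at r = 0.115 to 0.142 across genes, whereas the lowest r among those was 0.941. The plan had all 16 arrays in the fit, and this array was left out after its values had been seen, before any groups were compared. The planned fit of all 16 arrays gave 0 genes for cl 1, 0 for cl 2 and 1 for both clones against control in scid mice, so the counts reported for the arrays depend on leaving it out; at an unadjusted limma p under 0.05 it gave 266, 206 and 218, and the fit without that array 624, 396 and 394. The log2 fold changes of Table 2 and the log2 differences of the deposited signals had r = 0.995 over 42 values, with deposited differences 1.71 times as large; genes are not independent replicates. All log2 differences are given on the deposited scale, where a 2-fold change on the scale of Table 2 is a difference of 1.71.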

Genes that were at least twofold increased or decreased compared with the respective control were further considered to be significantly dysregulated (adjusted *p* value below 0.05). According to these criteria, the expression of 63 genes were altered in scid primary tumours of both clones at the same time (upregulated: 27 genes, downregulated: 36 genes). 

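In scid tumours of both Fra-2 clones pooled, 132 genes differed from control tumours, 70 of them higher and 62 lower. SCCPDH rose by a log2 difference of 2.23 (standard error 0.17, limma adjusted p = 0.000463), and TYMS, the thymidylate synthase needed for DNA synthesis, by 2.88 (standard error 0.48, adjusted p = 0.0197). LAPTM5, a lysosomal membrane protein of blood cells, rose by 3.34 (limma adjusted p = 0.026), and 2 enzymes of redox metabolism, ME1 and GCLM, by 1.89 (adjusted p = 0.0112) and 1.95 (adjusted p = 0.0172). TLR4, the receptor for bacterial lipopolysaccharide, had a log2 difference of -2.51 (standard error 0.35, limma adjusted p = 0.0112), IL1RAPL1 of -2.45 (adjusted p = 0.00834) and BMERB1 of -2.44 (adjusted p = 0.0112). SLC38A1, a glutamine transporter, was also lower, at -1.89 (limma adjusted p = 0.0197), as were the small nucleolar RNA SNORA65, at -2.56 (adjusted p = 0.0216), and ATG12, a protein of autophagy, at -1.97 (adjusted p = 0.0271). In Fra-2 tumours TLR4 and IL1RAPL1 had means of 5.15 and 6.05, below the highest background probe sets of the arrays (6.16 to 7.16), which limits how well the sizes of these 2 differences are known. Of these 11 genes, SCCPDH, TYMS, ME1, GCLM and TLR4 also passed in select tumours, while LAPTM5 had -0.30 there (limma adjusted p = 0.968), with 11.29 in the single control select tumour. For each of the genes named above, all 6 Fra-2 tumours lay on the same side of all 3 control tumours, which was part of the rule for naming them. Of the 20 genes the rule named, 5 passed the test whichever single array was left out, namely SCCPDH, ME1, TLR4, IL1RAPL1 and BMERB1. The number of differentially expressed genes was 48, 73 and 42 without control scid replicate 1, 2 or 3, 74 and 83 without Fra-2 cl 1 scid replicate 1 or 2, and 254 without Fra-2 cl 2 scid replicate 1. With a limit of 2-fold on the scale of Table 2, chosen after seeing the data, the number was 29 (13 higher and 16 lower), and with all 16 arrays in the fit, as planned, 1.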

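Among genes of the extracellular matrix and the cell surface, single members differed in scid tumours of both clones together. LAMB1, the laminin beta 1 chain of basement membranes, rose by 2.17 (standard error 0.42, limma adjusted p = 0.0291) and LTBP3, which binds latent TGF-beta in the matrix, fell, with a log2 difference of -0.87 (adjusted p = 0.0394). They were the 1 higher and the 1 lower gene among 85 core matrix genes, both over all genes and adjusted over the list alone. ADAMTS12, a secreted metalloproteinase, rose by 1.68 (standard error 0.26, limma adjusted p = 0.0139) as 1 of 38 genes of matrix proteolysis, where 1 was higher and 0 lower by either adjustment. Its mean in control tumours, 6.01, lies below the highest background probe sets (6.16 to 7.16), which limits how well the size of the rise is known. Of 26 integrins, the receptors that bind cells to the matrix, ITGB8 fell, with a log2 difference of -1.33 (standard error 0.29, limma adjusted p = 0.0455), and no other passed by either adjustment. None of 37 immunoglobulin superfamily adhesion molecules, 48 junction genes or 30 tetraspanins passed limma's test over all genes, where 1, 3 and 4 were higher and 2, 2 and 3 lower at an unadjusted p under 0.05. Adjusted over the list alone, 1 tetraspanin was higher and no gene of the other lists passed. KRT19, a keratin of simple epithelia, was the 1 gene that rose among 25 epithelial markers, at 1.44 (adjusted p = 0.0461), and none of 22 mesenchymal markers passed (limma, 0 higher and 0 lower unadjusted, 0 adjusted over the list alone). As a whole, the core matrix list did not move against the other genes in camera, limma's test of gene lists (adjusted p = 0.927 over 38 lists). After quantile normalization no integrin passed, nor did LTBP3; LAMB1 did not pass when only the scid arrays were fitted (limma adjusted p = 0.0622) or with a replicate block (adjusted p = 0.0539).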

The further enrichment analysis showed that alterations of extracellular matrix and cell surface were the most prominent function attributed to these genes followed by “signal peptide” and “calcium ion binding”. 

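In scid tumours of Fra-2 cl 1, 223 genes differed from control tumours (164 higher and 59 lower), and in those of cl 2, 40 (17 higher and 23 lower). In cl 1 the largest rises included TYMS at 3.45 (standard error 0.56, limma adjusted p = 0.0167), the immune cell lipid kinase PIK3CG at 2.31 (adjusted p = 0.046) and NEDD4L, a ubiquitin ligase, at 2.21 (standard error 0.25, adjusted p = 0.00588). PTPN22, a phosphatase of immune signaling, at -2.99 (standard error 0.61, limma adjusted p = 0.0354), and GLIPR1, at -2.06 (adjusted p = 0.0253), were among those that fell most in cl 1. In cl 2, LINC03033 rose by 3.36 (standard error 0.41, limma adjusted p = 0.014), TGM2, which cross-links matrix proteins, by 2.35 (adjusted p = 0.0356) and HIF1A, the transcription factor of the hypoxia response, by 1.57 (standard error 0.23, adjusted p = 0.0248). AKAP12, a scaffold protein for protein kinase A, had -1.62 (standard error 0.28, limma adjusted p = 0.0442) in cl 2 and PMAIP1, which promotes apoptosis, -1.60 (standard error 0.22, adjusted p = 0.0229). HIF1A had -0.79 (adjusted p = 0.197) in select tumours of both clones against the single control select tumour, and the effect of both clones differed between hosts by -2.12 (limma adjusted p = 0.0409). Of the 20 called genes the rule named for each clone, 2 in cl 1 and 2 in cl 2 passed whichever single array of the groups compared was left out; of the 10 given above only NEDD4L did, PIK3CG in cl 1 and AKAP12 in cl 2 passed in 0 of the 6 fits, PTPN22, GLIPR1 and TGM2 in 1, HIF1A in 2, TYMS in 3, PMAIP1 in 4 and LINC03033 in 5. The lower groups had means of 5.51 for PIK3CG, 6.03 for PTPN22, 4.90 for LINC03033 and 5.89 for AKAP12, below the highest background probe sets (6.16 to 7.16), which limits how well the sizes of these differences are known. Among 44 proliferation genes, 5 rose and 0 fell in cl 1 (14 higher when adjusted over the list alone), with CCNE2 at 1.79 (adjusted p = 0.0494) and CDC6 at 1.60 (adjusted p = 0.0249); camera gave an adjusted p = 1.09e-16 for the list, and adjusted p = 0.674 with an estimated correlation. In cl 2 no proliferation gene passed limma's test by either adjustment (6 higher and 0 lower unadjusted), and the list had a camera adjusted p = 9.15e-05, but adjusted p = 0.996 with an estimated correlation. In cl 1, 1 of 40 ribosomal protein genes and 2 of 33 respiratory chain genes rose (16 and 10 higher, 1 and 0 lower when adjusted over the list alone). For the former list camera gave an adjusted p = 2.2e-09, and adjusted p = 0.534 with an estimated correlation. The count for cl 1 was 51, 93 and 104 without control scid replicate 1, 2 or 3, and 11 and 20 without Fra-2 cl 1 scid replicate 1 or 2. That for cl 2 was 24 without control scid replicate 3, 94, 17 and 4 without Fra-2 cl 2 scid replicate 1, 2 or 3, and 86 when only the scid arrays were fitted; in the planned fit of 16 arrays both counts were 0.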

The analysis of two clones separately revealed 65 (control vs Fra-2 cl 1) and 33 (control vs Fra-2 cl 2) genes, respectively, that were upregulated and 47 (control vs Fra-2 cl 1) and 45 (control vs Fra-2 cl 2) genes, respectively, that were downregulated in scid primary tumours.

The focus of our analyses was directed on genes that are commonly associated with altered adhesion behavior of tumour cells and/or carrying selectin-binding sites on the cell surface. 

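The lists of differentially expressed genes of Fra-2 cl 1 and of cl 2 in scid tumours shared 11 higher and 8 lower genes, and none was called in opposite directions. Both clones are compared with the same 3 control tumours, which raises such an overlap. Fra-2 cl 2 scid replicates 2 and 3 also resemble the cl 1 arrays. A wrong label or cl 1 cells in these tumours, which is not excluded, would raise the overlap and the correlation too. Besides SCCPDH, NEDD4L, HIF1A and ME1, the shared higher genes were RPIA, an enzyme of the pentose phosphate pathway, CCT3, a chaperonin subunit, CHD1L, EXOC6, NUCKS1, AZIN1 and ADAMTS12. Shared lower genes were BMERB1, IL1RAPL1, EXPH5, GDE1, JMY, KIF16B, PCDHB4, an adhesion protein of the protocadherin family, and TTN, the giant protein of muscle sarcomeres; RPIA, CCT3, CHD1L, EXOC6, AZIN1, GDE1, JMY and PCDHB4 were named after their values were seen. PCDHB4 had a log2 difference of -1.13 (limma adjusted p = 0.019) in cl 1 and -1.20 (adjusted p = 0.0288) in cl 2, and ADAMTS12 had 1.54 (adjusted p = 0.0302) and 1.82 (adjusted p = 0.0359). Across all genes the differences of the 2 clones had a Pearson r of 0.675 and a Spearman rho of 0.588; genes are not independent replicates, and unchanged groups that share controls gave r = 0.498. Of 25 genes the paper names for scid tumours, a list chosen on these samples and so not independent evidence, 2 fell in cl 1 and 0 in cl 2 over all genes (5 higher and 9 lower in cl 2 at an unadjusted limma p). When adjusted over the list alone, 2 were higher and 7 lower in cl 1, and 3 higher and 6 lower in cl 2. The genes that fell in cl 1 were MAN1A1 and CXCR4, a chemokine receptor, at -1.97 (standard error 0.43, limma adjusted p = 0.044), for which the adjusted p was 0.0823 with the scid arrays alone and 0.0538 after quantile normalization; the call of CXCR4 was lost whichever single array of the groups compared was left out. ADAMTS12 in control tumours, at 6.01, and CXCR4 in cl 1, at 6.03, lie below the highest background probe sets (6.16 to 7.16), which limits how well the sizes of their differences are known. TTN and PCDHB4 read below these sets in all 3 groups, so their signals are not told from background.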

In the analysed groups, no concordant genes were identified in the resected tumours of injected Fra-2 cl 1 and Fra-2 cl 2 cells, but prospective candidates with corresponding characteristics were found among the upregulated genes in both Fra-2 groups. In particular, genes such as *L1-CAM, ITGB4, DSC2* (Desmocollin 2), *TSPAN8* (Tetraspanin 8), or *GPR116* have been upregulated and *MAN1A1* or *MMP1* have been downregulated compared to the control (Table 2). 

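Of the adhesion genes, L1CAM had a log2 difference of 1.01 (standard error 1.15, limma adjusted p = 0.739) in Fra-2 cl 1 and 2.00 (standard error 1.15, adjusted p = 0.646) in cl 2, and none of those named here as upregulated passed the test in either clone. The standard errors use a spread pooled over 6 groups. For L1CAM and ITGB4 the cl 2 tumours spread widely, which also raises the standard errors of cl 1. In a per-gene model without moderation, fitted to the groups compared alone, 15 of 21 genes of Table 2 had an unadjusted p under 0.05 in cl 1, and 6 in cl 2. DSC2, a desmosomal cadherin, had 1.64 (standard error 0.76, limma adjusted p = 0.335) in cl 1 and 1.72 (standard error 0.76, adjusted p = 0.472) in cl 2. TSPAN8 had 1.69 ± 0.51 (SE), limma adjusted p = 0.124, in cl 1 and 1.18 ± 0.51 (SE), adjusted p = 0.45, in cl 2, and the adhesion receptor GPR116 (ADGRF5) 1.50 ± 0.63 (SE), adjusted p = 0.281, in cl 1 and 2.09 ± 0.63 (SE), adjusted p = 0.22, in cl 2. ITGB4, the integrin chain of hemidesmosomes, had 1.37 (standard error 0.79, limma adjusted p = 0.452) in cl 1 and 0.30 (standard error 0.79, adjusted p = 0.968) in cl 2. MAN1A1, a Golgi mannosidase that trims N-glycans, fell in cl 1, with a log2 difference of -3.92 (standard error 0.75, limma adjusted p = 0.0278), and had -2.20 (standard error 0.75, adjusted p = 0.289) in cl 2. Control tumours spread widely for this gene, at 10.39 ± 1.47 (SD, n = 3), and the call was lost with a replicate block (limma adjusted p = 0.051) and without any single scid control or cl 1 array other than control replicate 1 (adjusted p up to 0.123). MMP1, the interstitial collagenase, had -2.04 (standard error 0.88, limma adjusted p = 0.296) in cl 1 and -3.37 (standard error 0.88, adjusted p = 0.157) in cl 2, where it passed when only the scid arrays were fitted (adjusted p = 0.0484). TSPAN8 (5.66) and ADGRF5 (6.03) in control tumours and MMP1 in cl 2 (5.94) lie below the highest background probe sets (6.16 to 7.16), which limits the sizes of these differences. None of them passed in the fit reported. Without Fra-2 cl 2 scid replicate 1, ADGRF5 also passed in cl 2, at 2.93 (limma adjusted p = 0.0229), and without replicate 3 the value of ITGB4 was -0.72.

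**Figure D1:**
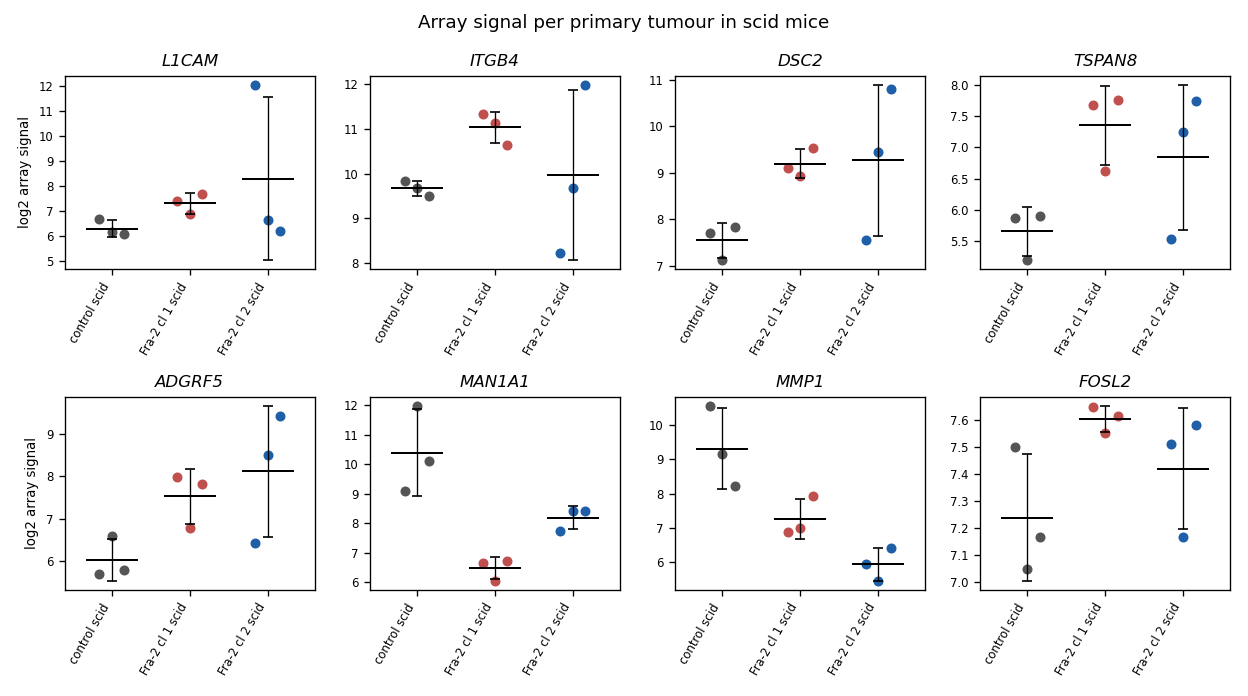
Array signal (log2) of 8 genes in each scid primary tumour, by group (control, Fra-2 cl 1, Fra-2 cl 2; n = 3 tumours each). Dots are tumours, horizontal lines are means and error bars are SD; for L1CAM, 1 of the 3 Fra-2 cl 2 tumours reads 12.06, while the other 2 read 6.66 and 6.19.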

Using qRT-PCR, we could validate Fra-2-mediated upregulation for AGRF5 (GPR116), TSPAN8, DSC2, TSPAN6, and MGAT4A (Table 3). We chose L1-CAM, ICAM-1, and CD44—based on earlier results (Schroder et al. 2010)—and ITGB4 and TSPAN8 to exemplarily verify the microarray results on protein level. 

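The ICAM1 transcript (transcript cluster TC19000174.hg.1, chromosome 19, 10271120 to 10286615) read 7.06, 7.25 and 7.26 in the 3 control tumours, 6.24, 7.11 and 7.85 in Fra-2 cl 1 and 7.72, 7.44 and 8.45 in Fra-2 cl 2. Every Fra-2 cl 2 tumour lay above every control tumour (exact permutation test, 2-sided p = 0.1, the smallest possible), whereas cl 1 tumours lay on both sides (exact permutation p = 0.8). Its log2 difference was -0.13 (standard error 0.45, limma adjusted p = 0.929) in cl 1 and 0.68 (standard error 0.45, adjusted p = 0.722) in cl 2; without Fra-2 cl 1 scid replicate 1 the former was 0.29. CD44 (transcript cluster TC11000332.hg.1, chromosome 11, 35139171 to 35232402), the hyaluronan receptor, read 11.97, 12.16 and 12.40 in control, 11.83, 12.12 and 12.44 in cl 1 and 12.49, 12.26 and 12.61 in cl 2 tumours. The differences were -0.05 (standard error 0.37, adjusted p = 0.965) in cl 1 and 0.28 (standard error 0.37, adjusted p = 0.921) in cl 2 (exact permutation p = 0.8 and 0.2), and a second, dimmer CD44 cluster differed by 0.63 in cl 1, opposite in sign to the first. The value of the first cluster in cl 1 was 0.10 without Fra-2 cl 1 scid replicate 1 and 0.06 without control scid replicate 3. For ITGB4 the tumours of cl 1 read 11.33, 11.14 and 10.65, all above control (9.84, 9.68 and 9.49; exact permutation p = 0.1), and those of cl 2 8.23, 9.67 and 11.99 (p = 0.9 by the same exact test). TSPAN8 read 7.68, 6.62 and 7.75 in cl 1, 5.53, 7.24 and 7.75 in cl 2 and 5.88, 5.20 and 5.90 in control tumours (exact permutation p = 0.1 and 0.3). The arrays measure the transcripts, and with 3 tumours per group the precision is limited by their number. The paper found L1-CAM, ICAM-1, CD44, ITGB4 and TSPAN8 proteins in scid tumours or lung metastases by staining (Fig. 3), and its blots covered the first 3 (Fig. 2a). From these it proposes that Fra-2 acts in the metastatic cascade through the signaling and ligand interactions of these genes.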

In a western blot analysis, we were able to confirm a different regulation of L1-CAM and CD44 in both clones compared to the respective control samples using protein lysates obtained from tumours of the resected mice (Fig. 2a) However, we could only detect a higher expression of ICAM-1 in Fra-2 cl 2 (Fig. 2a), but by immunohistochemical staining of sections from primary tumours and metastases of lung tissue, we could validate expression differences of ICAM-1 between both Fra-2 clones compared to the control (Fig. 3b). We also found a visibly stronger expression of L1-CAM, CD44, and ITGB4 in the scid mice primary tumours and lung metastases injected with Fra-2 overexpressing cells by immunohistochemical staining (Fig. 3a,c,d). For TSPAN8, however, we could only detect a positive immunoreactivity in the lungs (Fig. 3e).

**Table 2:** Selection of genes, which were deregulated by Fra-2 overexpression in scid mice

Gene symbol	Gene title	Fold change	*p* value	Validation method	Fold Change	*p* value
	Control scid vs Fra-2 cl 1 scid tumour Increase				Control scid vs Fra-2 cl 2 scid tumour	
*GPR116*	G protein-coupled receptor 116	2.0	0.00208763	qRT-PCR	2.6	0.02192253
*TSPAN8*	Tetraspanin 8	2.1	0.002	qRT-PCR	1.5	0.0785871
*ITGB4*	Integrin, beta 4	1.5	0.00033547	IHC	1.1	0.72106998
*DSC2*	Desmocollin 2	2.1	0.00006535	qRT-PCR	2.2	0.05738855
*L1-CAM*	L1 cell adhesion molecule	1.4	0.01070848	WB/IHC	2.0	0.21294704
*ITGA10*	Integrin, alpha 10; integrin alpha-10-like	1.5	0.0015988	n/a	1.2	0.62095434
	Control scid vs Fra-2 cl 1 scid tumour Decrease				Control scid vs Fra-2 cl 2 scid tumour	
*MAN1A1*	Mannosidase, alpha, class 1A, member 1	− 5.4	0.00019338	n/a	− 2.4	0.01352611
*SRPX*	Sushi-repeat containing protein, X-linked	− 2.0	0.0052303	n/a	− 1.7	0.11159797
*TNC*	Tenascin C	− 2.2	0.00055037	n/a	− 1.4	0.41584994
*CTSL1*	Cathepsin L1	− 2.1	0.00008895	n/a	− 1.6	0.06486182
*CXCR4*	Chemokine (C-X-C motif) receptor 4	− 2.1	0.00030803	n/a	− 1.8	0.01434181
*MAN2A1*	Mannosidase, alpha, class 2A, member 1	− 1.5	0.01363244	n/a	− 1.2	0.1078938
*ITGB8*	Integrin, beta 8	− 1.7	0.00027035	n/a	− 1.7	0.00171451
*ALCAM*	Activated leukocyte cell adhesion molecule	− 1.7	0.00766435	IHC not shown	− 1.3	0.09498473
	Control scid vs Fra-2 cl 2 scid tumour Increase				Control scid vs Fra-2 cl 1 scid tumour	
*CTSS*	Cathepsin S	2.1	0.00068139	qRT-PCR	1.3	0.04249498
*TSPAN6*	Tetraspanin 6	1.6	0.00198598	qRT-PCR	1.5	0.03193598
*MGAT4A*	Mannosyl (alpha-1,3-)-glycoprotein beta-1,4-*N*-acetylglucosaminyltransferase, isozyme A	1.8	0.00238961	qRT_PCR	1.2	0.10289642
	Control scid vs Fra-2 cl2 scid tumour Decrease				Control scid vs Fra-2 cl 1 scid tumour	
*MMP1*	Matrix metallopeptidase 1	− 4.3	0.0010812	IHC not shown	− 2.4	0.00400168
*ST8SIA4*	ST8 alpha-*N*-acetyl-neuraminide alpha-2,8-sialyltransferase 4	− 1.7	0.01635993	qRT_PCR not shown	− 1.5	0.03548038
*B4GALT5*	UDP-Gal:betaGlcNAc beta-1,4-galactosyltransferase, polypeptide 5	− 1.5	0.03930351	qRT_PCR not shown	− 1.2	0.16447326
*ITGB8*	Integrin, beta 8	− 1.7	0.00171451	n/a	− 1.7	0.00027035
*CSGALNACT2*	Chondroitin sulfate *N*-acetylgalactosaminyltransferase 2L	− 1.5	0.00291929	n/a	− 1.4	0.01102847

The entire list of data is deposited in the Gene Expression Omnibus database (see Data availability)

**Table 3:** Validation of microarray results by qRT-PCR of selected genes

Gene symbol	Fra-2 cl2 vs pIRES		Fra-2 cl8 vs pIRES		Fra-2 (cl2+cl8) vs pIRES	
	FC	*p* value	FC	*p* value	FC	*p* value
AGRF5 (GPR116)	5.2	< 0.00001	13.0	0.009	9.1	0.014
TSPAN8	7.4	0.00014	2.8	0.009	5.1	0.002
DSC2	3.1	< 0.00001	1.8	*0.16*	2.5	0.015
CTSS	1.2	*0.18*	2.1	0.007	1.7	0.033
TSPAN6	1.6	0.0008	3.5	0.000016	2.5	0.0014
MGAT4A	2.0	0.00001	8.3	0.003	5.2	0.019

Data in italics are not statistically significant

**Fig. 2:**
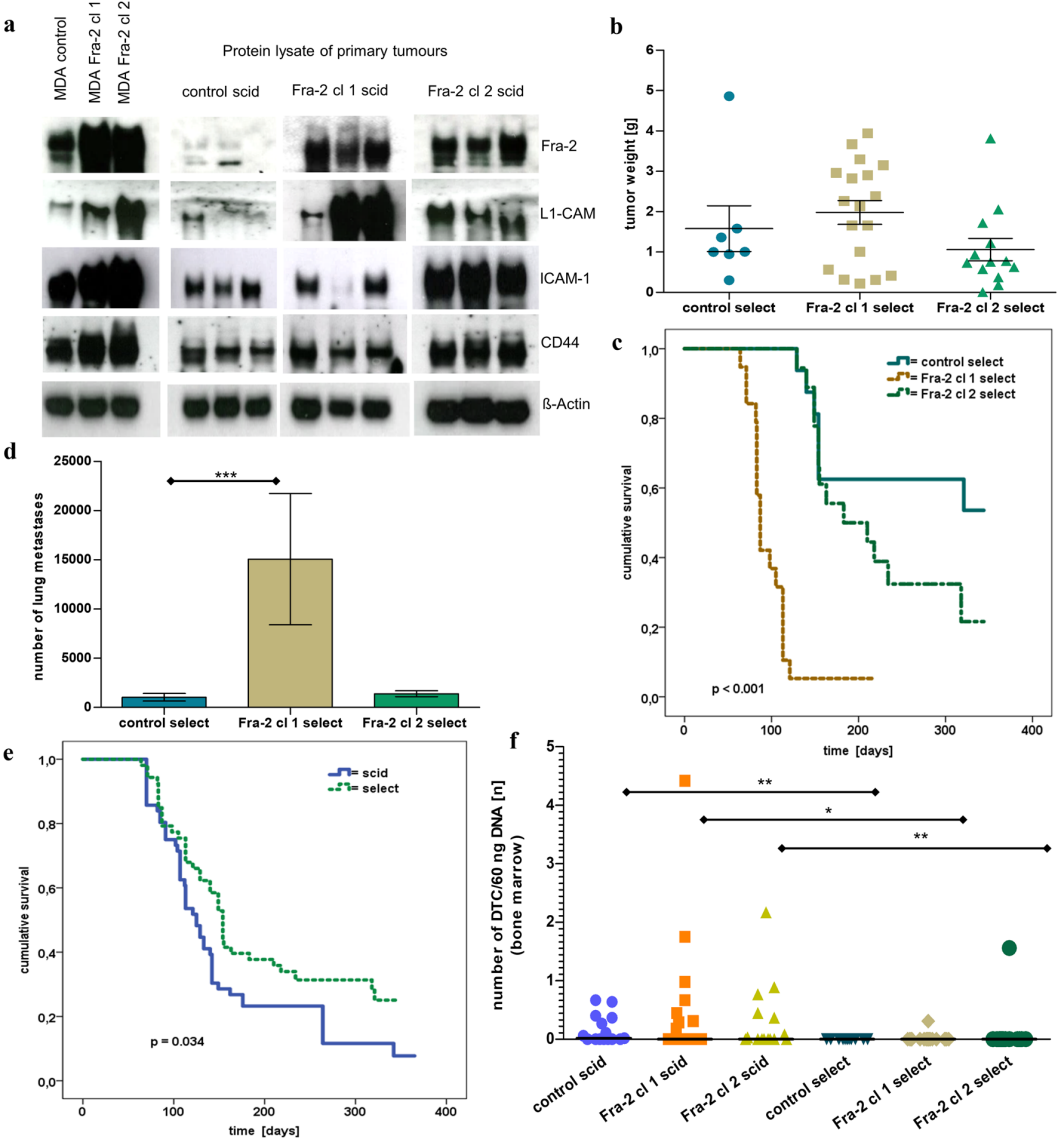
**a** Western blot analysis; cell lysates of the transfected MDA MB231 cells (first 3 rows) and protein lysates of the resected scid mouse primary tumours of control (second 3 rows), Fra-2 cl 1 and 2 cells with staining of L1-CAM, ICAM-1, CD44; (loading control ß-actin). Original non-cropped images of the scanned immunoblot membranes are shown in Figs S2 (**a**–**d**), respectively. **b** Tumour weight of the resected primary tumours from the select mice. No significant difference between the tumour weights of control and both Fra-2 clones in the select mice (mean tumour weight: control = 1.17 g, Fra-2 cl 1 = 1.43 g, *p* = 0.656; Fra-2 cl 2 = 0.61 g, *p* = 0.165) (***p < 0.005; **p < 0.01; *p < 0.05). **c** Kaplan–Meier survival curves of Fra-2 overexpressing human MDA MB231 cells transplanted subcutaneously into select mice revealed significantly longer overall survival of the select mice injected with control cells compared with select mice injected with the Fra-2 cls 1 and 2 cells, similar to the results in scid mice (range 64,321 days, median survival: Fra-2 cl 1 = 87 days, and Fra2 cl 2 = 183 days, *p* < 0.001) (oceanblue line: select mice with the empty vector pIRES = control; yellowocher dotted line: select mice with Fra-2 cl 1 cells; mossgreen dashed line: select mice with Fra-2 cl 2 cells (*p* < 0.001). **d** Number of microscopically detectable lung metastases in select mice; the difference between control and Fra-2 cl 1 is clearly significant (*p* < 0.005), respectively (***p < 0.005; **p < 0.01; *p < 0.05). **e** Remarkably, comparing by Kaplan–Meier analysis, survival curves of scid (blue continuous line) and select mice (green dotted line) showing a significantly better prognosis for the select mice (median survival: scid = 125 days, select = 154 days, *p* = 0.034). **f** DTCs in the animals´ bone marrow showing a significantly reduced number of disseminated tumour cells in the select mice compared to the scid mice (*p* = 0.014) (***p < 0.005; **p < 0.01; *p < 0.05). Bars represent SEM

**Fig. 3:**
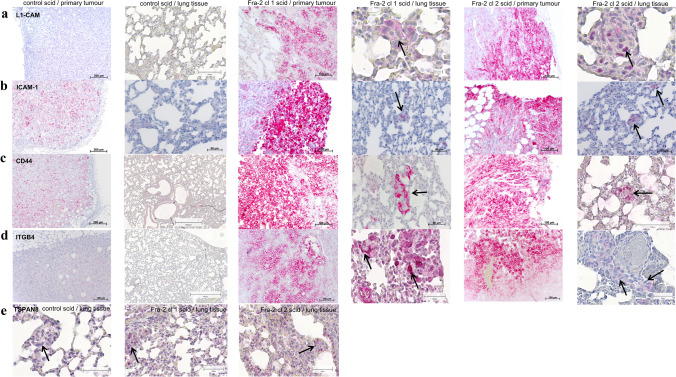
Immunohistochemistry of primary tumours engrafted in scid mice and their spontaneous metastases in the lung tissue. **a**–**d** IHC staining of representative paraffin-embedded primary tumour tissue and lung tissue with metastasized cells grown in scid mice showing a higher immunoreactivity of L1-CAM, ICAM-1, CD44, and ITGB4 in the tumour cells. Scale bar: 200 and 50 µm. **e** Images of paraffin-embedded lung sections of scid mice display an immunoreactivity of TSPAN8 within the metastasized cells. This could indicate that these genes are essential for the tumour cells during the emigration process. Arrows label metastasized cells in the lungs. Scale bar: 100 µm

Table 2 is included in a separate file.

### E- and P-selectin deficiency in mice leads to longer overall survival

To examine whether E- and P-selectin and tumour cell interactions took part in malignant progression in vivo, the transfected cells were injected subcutaneously in a total amount of 53 E- and P-selectin double knock-out scid mice (select), 19 of them with Fra-2 cl 1 cells, 18 with Fra-2 cl 2 cells, and 16 with control cells. Primary tumour growth was observed in 38 of 53 mice (71.7%), more precisely in 18 of 19 mice injected with Fra-2 cl 1 cells (94.7%) and in 13 of 18 mice injected with Fra-2 cl 2 cells (72.2%), whereas only 7 of 16 (43.8%) of the control injected mice developed primary tumours after a time period of 300 days in the survival experiment. There was no significant difference between the tumour weights of controls and both Fra-2 clones in the select mice (control mean tumour weight = 1.17 g, Fra-2 cl 1 mean tumour weight = 1.43 g, Fra-2 cl 2 mean tumour weight = 0.61 g; control vs Fra-2 cl 1 *p* = 0.656; control vs Fra-2 cl 1 *p* = 0.165) (Fig. 2b), although the termination criteria between the different groups were applied in the same way. However, survival analysis demonstrated a significantly longer overall survival of the select mice injected with control cells compared with select mice injected with the Fra-2 cls 1 and 2 cells, similar to the results in scid mice (range 64–321 days, median survival Fra-2 cl 1 = 87 days, median survival Fra2 cl 2 = 183 days, *p* < 0.001) (Fig. 2c).

Spontaneous lung metastases were histologically detected in 50% of Fra-2 control cells in select mice (range from 560 to 2786 lung metastases, mean = 620). In comparison, lung metastases were found in 100% of select mice injected with Fra-2 cl 1 cells (range from 1591 to 107,184 lung metastases, mean = 15,074; *p* < 0.001), while in 66.7% of select mice injected with Fra-2 cl 2 cells, microscopically detectable lung metastases were found (range from 414 to 2688 lung metastases, mean = 1115; *p* = 0.155) (Fig. 2d).

On comparison of the two experiments to estimate the survival function between the scid and select mice, a significantly shorter overall survival of scid (*n* = 56) mice versus select (*n* = 53) mice could be observed (median survival scid = 125 days, median survival select = 154 days, *p* = 0.034) (Fig. 2e). Due to the median survival advantage of almost 29 days, we assumed that the selectin status of the immunodeficient mice did directly influence overall survival.

Remarkably quantitative real-time Alu-PCR of bone marrow did show significantly reduced numbers of disseminated tumour cells in the select mice compared to the scid mice (mean of DTCs scid mice = 0.2430 cells/60 ng template DNA, mean of DTCs select mice = 0.0360 cells/60 ng template DNA, *p* = 0.014) (Fig. 2f). Almost no detectable human cells were found in the select mice except in one injected with Fra-2 cl 1 cells (0.31 cells/60 ng template DNA) and one injected with Fra-2 cl 2 cells (1.56 cells/60 ng template DNA) (4.3% of mice) compared to the scid mice, where in 47.1% of mice, human DNA was detected in the bone marrow. Taken together, our data suggest an essential effect of the selectins on cell engraftment in the bone marrow and lungs.

### Microarray analyses of resected tumours and validation of genes with dysregulated expression in select mice tumours

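Select mice are scid mice that lack E- and P-selectin, so that their endothelium cannot bind tumour cells through these receptors. The deposited table holds 7 arrays of tumours from select mice, 1 of control cells, 3 of Fra-2 cl 1 and 3 of Fra-2 cl 2, of which cl 1 replicate 1 was left out of the fit after its values had been seen. In that array the background probe sets reached 19.5, against 6.16 to 7.16 at most in the other 15 arrays. FOSL2 read 7.26 (log2) in the control tumour, 7.51 ± 0.07 (SD, n = 2) in Fra-2 cl 1 and 7.77 ± 0.07 (SD, n = 3) in Fra-2 cl 2, differences of 0.25 (standard error 0.20, limma adjusted p = 0.688) and 0.50 (standard error 0.19, adjusted p = 0.174); whether its probes read the Fra-2 cDNA was not tested. All comparisons with control in select mice rest on this single control tumour, which the fit assumes to vary as tumours of the other groups do. In its array 711 genes lay more than 1 log2 unit outside the range of 2 control scid arrays (median over the 3 pairs), against 221 at most for a control scid array. With all 16 arrays in the fit, as planned, the comparisons of cl 1, cl 2 and both clones with control gave 3, 24 and 18 differentially expressed genes, and FOSL2 had a log2 difference of -0.76 in cl 1. The fold changes of Table 4 and the deposited differences had r = 0.974 over 74 values, and 70 of them had the same sign; of the other 4, the paper prints 3 as no change.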

As Fra-2 overexpression with Fra-2 cl 1 cells transplanted into select mice also led to an increased metastatic load and significantly reduced survival in the select mice; again, microarray analyses were performed as described before.

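In select tumours of both Fra-2 clones together, 775 genes differed from the control tumour, 505 higher and 270 lower, where the planned fit of all 16 arrays gave 18. TNFRSF11B (osteoprotegerin), a decoy receptor that holds back bone resorption, fell most, with a log2 difference of -6.13 (standard error 1.02, limma adjusted p = 0.00837). SLC16A4, a carrier of monocarboxylates, also fell, with -4.57 (standard error 0.17, limma adjusted p = 1.51e-07), as did DDX60, a helicase of the antiviral response, with -3.91 (adjusted p = 0.0121). TYMS rose by 5.00 (standard error 0.75, limma adjusted p = 0.00545) and BNIP3, a mitochondrial protein induced by hypoxia, by 3.74 (adjusted p = 0.0196). Of the 20 genes that the naming rule picked for this comparison, 15 passed whichever single Fra-2 select array was left out; the control select array, on which all of them rest, cannot be left out. In Fra-2 tumours SLC16A4 and TNFRSF11B had means of 5.20 and 6.11, below the highest background probe sets (6.16 to 7.16), which limits how well the sizes of these falls are known. In scid tumours of both clones they differed from control by -0.18 and 0.48, so the falls in select mice rest on the level of the single control select tumour. The rises included small RNAs such as RNU5D-1, at 5.88 (limma adjusted p = 0.00216); of 1314 small RNA genes, 41 were higher and 10 lower, and of the protein-coding genes 393 and 229. After quantile normalization 349 genes were higher and 365 lower, so the excess of higher genes depends on the scaling of the arrays. The count was 450 without Fra-2 cl 1 select replicate 2 and 470 without replicate 3, 216 when only the select arrays were fitted, and 1278 when all transcript clusters were tested. At the limit of 2-fold on the scale of the paper's tables, chosen after seeing the data, it was 313.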

According to our criteria, 369 genes were differentially expressed in select primary tumours of both clones at the same time (upregulated: 173 genes, downregulated: 196 genes). 

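Of 85 core matrix genes, 1 rose and 6 fell in select tumours of both clones together, over all genes as well as adjusted over the list alone. FBN1, the fibrillin of microfibrils, fell, with a log2 difference of -4.18 (standard error 0.95, limma adjusted p = 0.0309), COL12A1, a fibril-associated collagen, with -2.89 (adjusted p = 0.00224) and LAMB2, a laminin chain, with -1.80 (adjusted p = 0.0166), while LAMB1 rose, at 2.92 (adjusted p = 0.029). As a whole that list had a camera adjusted p = 0.0304, and adjusted p = 0.829 with an estimated correlation. Of 38 genes of matrix proteolysis, 0 higher and 3 lower passed (1 higher and 5 lower when adjusted over the list alone), among them TIMP1, an inhibitor of metalloproteinases, at -2.82 (limma adjusted p = 0.00641). In 48 junction genes, 0 higher and 2 lower passed (0 higher and 2 lower when adjusted over the list alone), namely CLDN1 at -1.35 (limma adjusted p = 0.046) and the tight junction scaffold TJP1 at -2.10 (adjusted p = 0.0116). ITGB6, which with the alpha v chain activates TGF-beta, was the 1 integrin of 26 that fell, at -0.91 (adjusted p = 0.00242), by either adjustment; the integrin list had a camera adjusted p = 0.012, and adjusted p = 0.573 with an estimated correlation. NECTIN3 fell among 37 immunoglobulin superfamily adhesion molecules, at -2.13 (limma adjusted p = 0.0423) (0 higher and 0 lower when adjusted over the list alone). Of 30 tetraspanins, TSPAN17 rose, at 0.78 (limma adjusted p = 0.0228), and CD53 fell, at -0.90 (adjusted p = 0.0299) (1 higher and 1 lower when adjusted over the list alone). Cathepsins and lysosomal glycosidases (29 genes) were 0 higher and 3 lower (1 higher and 5 lower when adjusted over the list alone), with CTSB at -1.69 (adjusted p = 0.016), and had a camera adjusted p = 0.00311, and adjusted p = 0.479 with an estimated correlation. ITGB6 (means 4.60 in Fra-2 and 5.51 in control tumours) and CD53 (4.94 and 5.85) lie below the highest background probe sets (6.16 to 7.16) in both, so their signals are not told from background. TIMP1 lies below these sets in Fra-2 tumours (5.97), which limits how well the size of its difference is known. After quantile normalization no integrin and no tetraspanin passed.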

The further enrichment analysis showed that alterations of “membrane”, “extracellular matrix”, “extracellular exosome”, “cell adhesion”, and “focal adhesion” were the most prominent among the affected molecular functions’ groups. The analysis of two clones separately revealed 146 (control vs Fra-2 cl 1) and 457 (control vs Fra-2 cl 2) upregulated genes, respectively, and 258 (control vs Fra-2 cl 1) and 328 (control vs Fra-2 cl 2) downregulated genes, respectively, in select mouse tumours, respectively.

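Taken singly, Fra-2 cl 1 select tumours differed from the control tumour in 587 genes (420 higher and 167 lower) and those of cl 2 in 917 (545 higher and 372 lower); the planned fit of all 16 arrays gave 3 and 24. In cl 1, the linker histone H1-4 rose by 4.43 (standard error 0.51, limma adjusted p = 0.00317) and the proteasome subunit PSMB6 by 3.89 (adjusted p = 0.00317), and SCEL, a precursor of the cornified envelope, fell, with -3.13 (adjusted p = 6.57e-06). In cl 2, BMP5, a ligand of the bone morphogenetic protein family, rose by 5.55 (standard error 0.54, limma adjusted p = 0.0009), and EPHA4, an ephrin receptor, fell, at -4.09 (adjusted p = 0.0363). SCEL had a mean of 4.25 in cl 1 and BMP5 of 4.12 in the control tumour, below the highest background probe sets (6.16 to 7.16), which limits how well the sizes of these differences are known. The clones shared 212 higher and 133 lower genes and none in opposite directions; both clones are compared with the same single control tumour, which raises such an overlap. Across genes their differences had r = 0.759 (Spearman rho 0.671), against 0.706 for simulated unchanged groups with that control. Of 40 ribosomal protein genes, 20 were higher and 0 lower in both clones together (28 higher when adjusted over the list alone), with a camera adjusted p = 1.02e-16, and adjusted p = 0.12 with an estimated correlation; after quantile normalization 7 were higher. Proliferation genes were 11 higher and 0 lower of 44 (27 higher and 0 lower when adjusted over the list alone; camera adjusted p = 2.37e-16, and adjusted p = 0.479 with an estimated correlation), and respiratory chain genes 6 higher and 0 lower of 33 (14 higher and 0 lower when adjusted over the list alone; camera adjusted p = 1.05e-07, and adjusted p = 0.135 with an estimated correlation). Of the called genes the rule named, 6 of 25 in cl 1 and 25 of 32 in cl 2 passed whichever single array of that clone was left out. The count for cl 1 was 79 and 139 without replicate 2 or 3 of that group, and with the select arrays alone the counts were 44 and 320. After quantile normalization 239 genes were higher and 236 lower in cl 1, and 468 and 495 in cl 2.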

Again, we focused on genes that could putatively play a role in the adhesion of tumour cells to endothelial cells as the gene product can interact with selectins. 

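In Fra-2 cl 1 select tumours, the transcript of LGALS1 (transcript cluster TC22000285.hg.1, chromosome 22, 37675636 to 37679802), a lectin that binds galactose-bearing glycans, rose by a log2 difference of 3.01 (standard error 0.43, limma adjusted p = 0.00685). ADRM1, an ubiquitin receptor of the proteasome, had 1.28 (standard error 0.40, limma adjusted p = 0.117), and CTTN (cortactin), which organizes actin at the cell edge, 1.29 (standard error 0.55, adjusted p = 0.261). LUM, a matrix proteoglycan, had a difference of -2.31 (standard error 1.39, limma adjusted p = 0.495). Its mean in cl 1, 4.40, lies below the highest background probe sets (6.16 to 7.16), which limits how well this size is known. The difference was -3.04 (standard error 1.13, limma adjusted p = 0.187) for MAN1A1 and -1.34 (standard error 0.58, adjusted p = 0.277) for SPARC, a matricellular protein. MTA2, a subunit of a histone deacetylase complex, also rose in cl 1, by 1.94 (standard error 0.46, limma adjusted p = 0.0454), but had an adjusted p = 0.0786 after quantile normalization and 0.143 with a replicate block. CTSO, a lysosomal cysteine protease, fell, with -3.48 (standard error 0.74, limma adjusted p = 0.0337); its adjusted p was 0.102 with a replicate block. MTA2 and CTSO missed the threshold without either of the 2 cl 1 arrays. With all 16 arrays, as planned, ADRM1 and CTTN had values of -0.21 and -0.23, and LGALS1 0.88 (limma adjusted p = 0.863).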

In both groups (Fra-2 cl 1 and cl 2), some interesting genes could be identified, e.g., in the Fra-2 cl 1 primary tumours *LGALS1, ADRM1,* and *CTTN*, which were upregulated and *LUM* (Lumican), *MAN1A1,* and *SPARC*, which were significantly downregulated. 

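SRGN, the proteoglycan core protein of secretory granules, rose in Fra-2 cl 2 select tumours by 5.73 (standard error 1.23, limma adjusted p = 0.0229), and its tumours read 14.92, 13.71 and 13.94 on the log2 scale, against 8.46 in the control tumour. ESAM, an adhesion molecule of endothelial junctions, had 1.03 (standard error 0.31, limma adjusted p = 0.0835). CD99, a surface glycoprotein of the pseudoautosomal region, fell, with -2.71 (standard error 0.34, limma adjusted p = 0.00214), and SELPLG, the ligand PSGL-1 that P-selectin binds, with -1.28 (standard error 0.29, adjusted p = 0.0278). The mean of SELPLG in cl 2, 5.49, lies below the highest background probe sets (6.16 to 7.16), which limits how well the size of its fall is known. SELPLG had a limma adjusted p = 0.0741 when only the select arrays were fitted, and missed the threshold without Fra-2 cl 2 select replicate 1 or 3; SRGN missed it without replicate 1. Of 20 scaffold proteins of selectin ligands 0 higher and 2 lower passed in both clones together (0 higher and 3 lower when adjusted over the list alone), with a camera adjusted p = 0.00444, and adjusted p = 0.452 with an estimated correlation. In scid tumours none of these 20 genes passed limma's test by either adjustment (0 higher and 1 lower unadjusted).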

For Fra-2 cl 2 primary tumours, genes such as *SRGN* (Serglycin) and *ESAM* were upregulated, while *CD99* and *SELPLG* (selectin P ligand) were downregulated (Table 4).

**Table 4:** Selection of genes, which were deregulated by Fra-2 overexpression in select mice

Gene symbol	Gene title	Fold Change	ANOVA *p* value	Validation method	Fold change	ANOVA *p* value
	Control select vs Fra-2 cl 1 select tumour Increase				Control select vs Fra-2 cl 2 select tumour	
*LGALS1*	Lectin, galactoside-binding, soluble, 1	2.2	0.00431535	qRT-PCR/IHC	1.7	0.01798879
*MTA2*	Metastasis associated 1 family, member 2	1.8	0.00647685	qRT-PCR/IHC	1.5	0.05890602
*B4GALT6*	UDP-Gal:betaGlcNAc beta-1,4-galactosyltransferase, polypeptide 6	1.4	0.2966968	qRT-PCR	1.7	0.04574728
*ADRM1*	Adhesion regulating molecule 1	1.5	0.03346412	qRT-PCR	1.5	0.09002897
*CTTN*	Cortactin	1.5	0.0072002	qRT-PCR/WB	1.6	0.0200769
*GALNT11*	UDP-*N*-acetyl-alpha-d-galactosamine:polypeptide *N*-acetylgalactosaminyltransferase 11 (GalNAc-T11)	1.3	0.11281676	qRT-PCR	1.0	0.89901574
*BABAM1*	BRISC and BRCA1 A complex member 1	1.3	0.04428669	qRT-PCR	1.1	0.52440179
	Control select vs Fra-2 cl 1 select tumour Decrease				Control select vs Fra-2 cl 2 select tumour	
*CTSO*	Cathepsin O	− 3.6	0.00213909	n/a	− 4.2	0.00607428
*MGAT5*	Mannosyl (alpha-1,6-)-glycoprotein beta-1,6-*N*-acetyl-glucosaminyltransferase	− 3.2	9.65E-05	n/a	− 1.6	0.04360072
*MAN1A1*	Mannosidase, alpha, class 1A, member 1	− 4.7	0.00842035	n/a	− 3.8	0.012972
*MMP2*	Matrix metallopeptidase 2	− 1.8	0.20919243	IHC not shown	− 2.7	0.00117561
*CTSL1*	Cathepsin L1	− 2.1	0.01190166	n/a	− 1.8	0.01014816
*LUM*	Lumican	− 2.4	0.05014903	n/a	− 1.8	0.2663245
*PDGFC*	Platelet-derived growth factor C	− 2.0	0.00712603	n/a	− 2.7	0.04867148
*MANBA*	Mannosidase, beta A	− 2.3	0.00057998	n/a	− 3.0	0.0012044
*LDOC1*	Leucine zipper, downregulated in cancer 1	− 1.2	0.46218117	n/a	− 1.4	0.2096031
*SPARC*	Secreted protein, acidic, cysteine-rich (osteonectin)	− 1.5	0.0091225	n/a	− 1.8	0.15875616
*GALNT1*	UDP-*N*-acetyl-alpha-d-galactosamine:polypeptide *N*-acetylgalactosaminyltransferase 1 (GalNAc-T1)	− 1.5	0.03394277	n/a	− 2.0	0.15452444
*ZEB2*	ZEB2	− 1.7	0.00178154	n/a	− 1.7	0.01131962
*GALNT7*	UDP-N-acetyl-alpha-d-galactosamine:polypeptide *N*-acetylgalactosaminyltransferase 7 (GalNAc-T7)	− 1.5	0.06684931	n/a	− 1.4	0.30001461
*HAPLN3*	Hyaluronan and proteoglycan link protein 3	− 1.3	0.08629049	n/a	− 1.5	0.05355493
*SELPLG*	Selectin P ligand	− 1.5	0.01487063	IHC not shown	− 1.6	0.04884421
*ST6GALNAC5*	ST6 (alpha-*N*-acetyl-neuraminyl-2,3-beta-galactosyl-1,3)-*N*-acetylgalactosaminide alpha-2,6-sialyltransferase 5	− 1.2	0.08559022	n/a	− 1.1	0.50882932

Gene symbol	Gene title	Fold change	*p* value	Validation method	Fold Change	*p* value	
	Control select vs Fra-2 cl 2 select tumour Increase				Control select vs Fra-2 cl 1 select tumour		
*SRGN*	Serglycin	9.9	0.0000102	qRT-PCR	2.1	0.04986751	
*CTTN*	Cortactin	1.6	0.0200769	qRT-PCR/IHC	1.5	0.0072002	
*ESAM*	Endothelial cell adhesion molecule	1.4	0.0901989	qRT-PCR/IHC	1.5	0.01365101	
	Control select vs Fra-2 cl 2 select tumour Decrease				Control select vs Fra-2 cl 1 select tumour		
*CDON*	Cell adhesion associated, oncogene regulated	− 3.4	0.00022592	n/a	− 1.6		0.24959834
*MMP2*	Matrix metallopeptidase 2	− 2.7	0.00117561	IHC not shown	− 1.8		0.20919243
*CD99*	CD99 molecule	− 3.2	0.00014262	n/a	− 1.3		0.02444132
*MANBA*	Mannosidase, beta A	− 3.0	0.0012044	n/a	− 2.3		0.00057998
*PLAUR*	Plasminogen activator, urokinase receptor	− 2.7	0.00067957	n/a	− 1.8		0.17676286
*CTSB*	Cathepsin B	− 2.1	0.0021906	n/a	− 1.4		0.04344705
*DSG2*	Desmoglein 2	− 2.1	0.00965429	n/a	− 1.4		0.03179364
*OGT*	*O*-linked *N*-acetylglucosamine (GlcNAc) transferase	− 2.2	0.00615686	n/a	− 1.8		0.00149708
*SMAD4*	SMAD family member 4	− 2.0	0.00733559	n/a	− 1.2		0.09374416
*SMAD2*	SMAD family member 2L	− 2.0	0.01306913	n/a	− 1.3		0.05717904
*CTSL1*	Cathepsin L1	− 1.8	0.01014816	n/a	− 2.1		0.01190166
*GLB1*	Galactosidase, beta-1	− 1.7	0.01506378	n/a	− 1.3		0.07456839
*ST8SIA4*	ST8 alpha-*N*-acetyl-neuraminide alpha-2,8-sialyltransferase 4	− 1.9	0.00717723	n/a	− 1.2		0.67029747
*GJB2*	Gap junction protein, beta 2	− 2.3	0.00184347	n/a	− 1.2		0.44925495
*SELPLG*	Selectin P ligand	− 1.6	0.04884421	IHC not shown	− 1.5		0.01487063
*MAN2B2*	Mannosidase, alpha, class 2B, member 2	− 1.6	0.02517537	n/a	− 1.1		0.40962084
*ZEB2*	ZEB2	− 1.7	0.01131962	n/a	− 1.7		0.00178154
*SMAGP*	Small cell adhesion glycoprotein	− 1.5	0.04141548	n/a	− 1.0		0.87646386
*JUNB*	Jun B proto-oncogene	− 1.5	0.03292006	IHC not shown	− 1.0		0.93067704

The entire list of data is deposited in the Gene Expression Omnibus database (see Data availability)

In addition, comparing Fra-2 cl 1 and cl 2 primary tumours in the select group, we found matched genes that were equally regulated by Fra-2 in both clones. *CTTN* was upregulated; meanwhile, *MMP2, ZEB2,* and *SELPLG* were downregulated in both clones. 

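MMP2, a gelatinase that degrades basement membrane collagen, had a log2 difference of -2.62 (standard error 0.61, limma adjusted p = 0.0448) in Fra-2 cl 1 and -2.70 (standard error 0.58, adjusted p = 0.0232) in cl 2, past the threshold in both. CTTN had 1.27 (standard error 0.52, limma adjusted p = 0.211) in cl 2, and SELPLG had -1.19 (standard error 0.31, adjusted p = 0.0613) in cl 1. There SELPLG passed after quantile normalization (-1.20, limma adjusted p = 0.0184), and its mean of 5.58 lies below the highest background probe sets. ZEB2 was not analysed here. MMP2 read 8.75 in the control select tumour, 6.40, 5.86 and 6.08 in the control scid tumours and 5.88 to 6.28 in the select tumours of both clones, so its fall rests on the single control array. Its means of 6.13 in cl 1 and 6.05 in cl 2 lie below the highest background probe sets (6.16 to 7.16), so the size of the fall is not well known. The call of MMP2 in cl 1 was lost without either cl 1 array, and in cl 2 without replicate 1; with a replicate block its limma adjusted p was 0.152 in cl 1 and 0.0516 in cl 2. Among 38 genes the paper names for select tumours, which were chosen on these samples and are no independent evidence, 1 higher and 10 lower passed in both clones together (7 higher and 17 lower when adjusted over the list alone). That list had a camera adjusted p = 1.05e-07, and adjusted p = 0.12 with an estimated correlation.

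**Figure D2:**
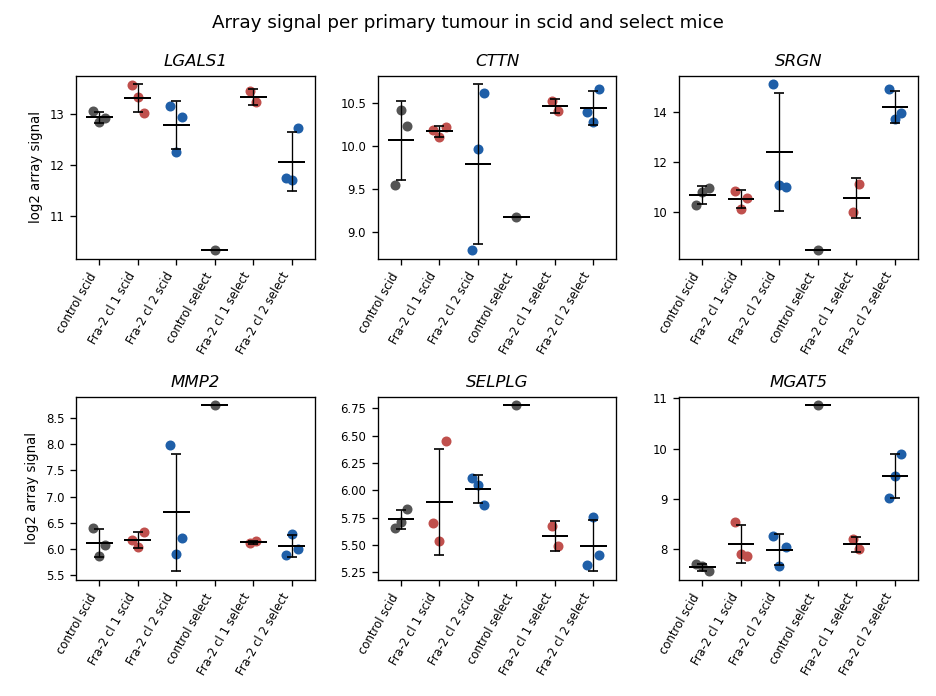
Array signal (log2) of LGALS1, CTTN, SRGN, MMP2, SELPLG and MGAT5 in each primary tumour of 6 groups (control, Fra-2 cl 1 and Fra-2 cl 2 in scid and select mice). Dots are tumours, horizontal lines are means and error bars are SD; control select has 1 tumour, Fra-2 cl 1 select 2 and the other groups 3.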

Using qRT-PCR, we could validate Fra-2 mediated upregulation for *ADRM1*, *GALNT11, BABAM1, ESAM, LGALS1,* and *CTTN* (Table 5). By immunohistochemical staining, we could confirm some of these gene products like MTA2, ESAM, and LGALS1 in primary tumour and in metastasized cells in the lung of the two clones (Fig. 4a–c), but CTTN only in primary tumour sections not in metastatic cells of the lung (Fig. 4d).

**Table 5:** Validation of microarray results by qRT-PCR of selected genes

Gene symbol	Fra-2 cl2 vs pIRES		Fra-2 cl8 vs pIRES		Fra-2 (cl2+cl8) vs pIRES	
	FC	*p* value	FC	*p* value	FC	*p* value
ADRM1	0.91	*0.24*	0.78	*0.11*	0.85	*0.15*
GALNT11	4.23	< 0.00001	1.38	0.049	2.81	0.028
BABAM1	1.48	0.000069	1.09	*0.40*	1.28	*0.14*
ESAM	8.32	< 0.00001	3.76	0.0041	6.04	0.0022
LGALS1	1.5	0.020	2.2	0.044	1.8	*0.051*
MTA2	1.9	*0.14*	1.1	*0.25*	1.5	*0.16*
B4GALT6	1.0	*0.45*	1.4	*0.12*	1.2	*0.20*
CTTN	4.7	0.0024	1.8	0.025	3.3	0.031
SRGN	1.8	*0.097*	13.6	0.00024	7.7	*0.053*

Data in italics are not statistically significant

**Fig. 4:**
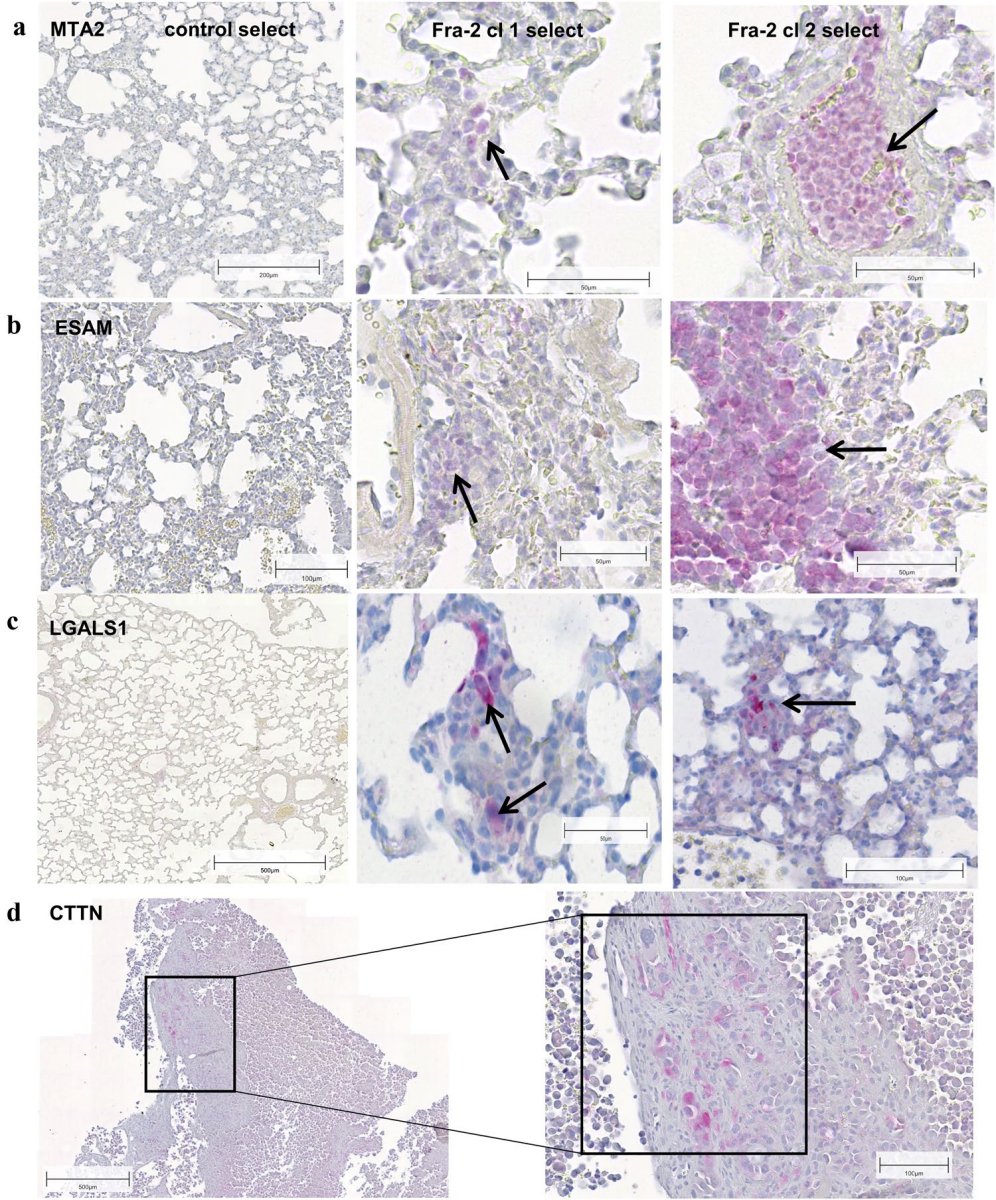
**a**–**d** IHC staining of selected upregulated proteins in representative lung tissue grown in select mice injected with Fra-2 clones showing a higher immunoreactivity of MTA2 (p <), ESAM (**b**), and LGALS1 (Galectin-1) (**c**) in the metastasized cells. Scale bar: 200—50 µm. Arrows label metastasized cells in the lungs. **d** IHC staining of primary tumour resected from select mice injected with Fra-2 clone 2 with CTTN-positive tumour cells. Scale bar: 500–100 µm

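Glycosyltransferases and glycosidases build the glycans that selectins and galectins bind, and in Fra-2 cl 1 scid tumours MAN1A1 was the 1 gene named here that passed the test. MAN2A1, the next mannosidase of the pathway, had a log2 difference of -1.05 (standard error 0.31, limma adjusted p = 0.109), GALNT5 -1.08 (standard error 0.66, adjusted p = 0.487) and GALNT7 -1.28 (standard error 0.30, adjusted p = 0.0527), the latter 2 being enzymes that start O-glycans. GALNT7 passed when only the scid arrays were fitted (limma adjusted p = 0.0206) and after quantile normalization (adjusted p = 0.0358). MGAT4A, which adds a branch to N-glycans, had 0.37 (standard error 0.59, limma adjusted p = 0.82) in cl 1. In both clones together, 1 higher and 2 lower of 41 genes of N-glycan processing passed (2 higher and 2 lower when adjusted over the list alone): B4GALT3, at 0.63 (limma adjusted p = 0.0197), MAN1B1, at -0.64 (adjusted p = 0.0187), and MAN1A1. Of 29 O-GalNAc genes 0 passed limma's test by either adjustment (1 higher and 4 lower unadjusted).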

Further evaluating the microarray data of the scid and the select group, we observed that many genes which are crucial for glycosylation show an altered expression: for example, *MAN1A1, MAN2A1, and GALNT 5* and *7* were downregulated in Fra-2 cl 1 scid primary tumours, whereas *MGAT4A* was upregulated. 

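In Fra-2 cl 2 scid tumours, ST8SIA4, a polysialyltransferase, had a log2 difference of -1.23 (standard error 0.38, limma adjusted p = 0.221), B4GALT5, a galactosyltransferase, -0.99 (standard error 0.38, adjusted p = 0.361) and CSGALNACT2, which starts chondroitin sulfate chains, -1.07 (standard error 0.45, adjusted p = 0.422). CSGALNACT2 had -1.09 (limma adjusted p = 0.269) in cl 1, where it passed with the scid arrays alone (adjusted p = 0.0481). None of 27 sialyl- and fucosyltransferases passed limma's test over all genes in scid tumours of both clones (2 higher and 3 lower unadjusted; 1 higher and 2 lower when adjusted over the list alone), and none of 51 genes of glycosaminoglycans by either adjustment (0 higher and 5 lower unadjusted).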

*ST8SIA4, B4GALT5,* and *CSGALNACT2* were found to be downregulated in Fra-2 cl 2 scid primary tumours.

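MGAT5, which makes the branched N-glycans that galectins bind, fell in Fra-2 cl 1 select tumours, with a log2 difference of -2.75 (standard error 0.35, limma adjusted p = 0.00419), and MANBA, a lysosomal mannosidase, with -1.65 (standard error 0.32, adjusted p = 0.024). Over both clones MGAT5 differed by 0.41 in scid and -2.08 in select tumours, where its fall rests on the single control tumour. MANBA missed the threshold with a replicate block (limma adjusted p = 0.0747) and without either cl 1 array, and both genes did with the select arrays alone (MGAT5 adjusted p = 0.0668, MANBA adjusted p = 0.131). B4GALT6 had 1.44 (standard error 0.62, limma adjusted p = 0.272), GALNT11 1.08 (standard error 0.43, adjusted p = 0.23) and MGAT4A -0.65 (standard error 0.88, adjusted p = 0.881). GALNT1 had -1.18 ± 0.74 (SE), limma adjusted p = 0.52, GALNT7 -1.31 ± 0.45 (SE), adjusted p = 0.151, HAPLN3, a link protein of hyaluronan, -1.06 ± 0.27 (SE), adjusted p = 0.0614, and ST6GALNAC5 -0.93 ± 0.26 (SE), adjusted p = 0.0849. HAPLN3 (5.82) and ST6GALNAC5 (5.23) in cl 1 lie below the highest background probe sets (6.16 to 7.16), which limits the sizes of these differences. ST6GALNAC5 in the control tumour lies at the lower end of that range, so its signal is not told from background in either group. HAPLN3 passed after quantile normalization, at -1.07 (limma adjusted p = 0.0496). In both clones together 1 higher and 3 lower genes of N-glycan processing passed (2 higher and 3 lower when adjusted over the list alone), and 0 higher and 1 lower of the O-GalNAc genes (1 higher and 1 lower when adjusted over the list alone), the lower one being OGT, at -1.80 (limma adjusted p = 0.0233), which adds GlcNAc to intracellular proteins and not GalNAc. No sialyl- or fucosyltransferase and no gene of glycosaminoglycans passed limma's test by either adjustment (2 higher and 2 lower unadjusted, and 2 higher and 2 lower unadjusted). After quantile normalization the N-glycan genes were 0 higher and 2 lower.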

*LGALS1, B4GALT6, and GALNT11* were upregulated and *MGAT5, MAN1A1, MANBA, LUM, GALNT1* and *7, HAPLN3,* and *ST6GALNAC5* were downregulated in Fra-2 cl 1 select primary tumours, while *MGAT4A* was upregulated.

Table 4 is included in a separate file.

## Discussion

The aim of the present experimental study was to elucidate the functional consequences of Fra-2 overexpression for the formation of metastases in a spontaneous breast cancer metastasis model. So far, only clinical and in vitro data were available, which showed that Fra-2 overexpression is associated with a significantly shorter disease-free survival for breast cancer patients and in Fra-2 overexpressing cell lines Fra-2 dysregulates genes involved in cell–cell and cell–matrix contacts (Schroder et al. 2010; Milde-Langosch et al. 2008).

Our results from the present scid mouse models demonstrate that Fra-2 overexpression in the injected breast cancer cells leads to a significantly shorter overall survival of the mice, and in accordance with this observation, a considerable and significantly higher number of microscopically detectable metastasis was detected in the animals´ lungs (Fig. 1e–m). To identify the genes involved in this enhanced metastatic capacity, cDNA microarray analysis of resected primary scid mouse xenograft tumours was performed which identified a considerable number of dysregulated genes, which are known to be involved in metastasis formation.

The attachment of the tumour cells to endothelium is the crucial step during metastasis formation, which is characterized by enhanced adhesive properties of the circulating cells by upregulation of cell-adhesion molecules and their ligands, respectively. The general steps of the metastatic cascade can be divided into several phases. The extravasation of tumour cells is initialized by rolling and low-affinity binding at the endothelium mediated by the selectin family. Rolling is followed by tight adhesion through integrins or other members of the large family of adhesion molecules. As cell-to-cell and cell-to-matrix adhesion molecules had been identified to be rate limiting for metastasis formation, we focused on this class of molecules (Gebauer et al. 2013; Kohler et al. 2010; Oliveira-Ferrer et al. 2015; Oliveira-Ferrer et al. 2014). 

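L1CAM (transcript cluster TC0X002307.hg.1, chromosome X, 153861514 to 153886173) read 7.40, 6.87 and 7.68 on the log2 scale in the 3 Fra-2 cl 1 scid tumours and 6.69, 6.15 and 6.06 in the 3 control scid tumours. The group means were 7.32 ± 0.41 and 6.30 ± 0.34 (SD, n = 3 each), and every cl 1 tumour lay above every control tumour (exact permutation test, 2-sided p = 0.1, the smallest p possible here). In select mice the 2 cl 1 tumours read 7.10 and 6.93, the 3 cl 2 tumours 7.63, 8.49 and 8.83, and the control tumour 6.05. The 3 cl 2 scid tumours read 12.06, 6.66 and 6.19, of which 1 lay above all control scid tumours (exact permutation p = 0.3). The highest background probe sets of the arrays lie at 6.16 to 7.16, so that the control signal of this gene is near background.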

Supporting our former in vitro study (Schroder et al. 2010), we found a higher mRNA expression of the immunoglobulin superfamily cell-adhesion molecule L1-CAM in isolated Fra-2 cl 1 scid primary tumours, which could be confirmed by Western blot (Fig. 2a) and IHC analysis including primary tumour sections and metastasized cells in the lungs (Fig. 3a). The expression of L1-CAM is induced by ERK–MAP-kinase signaling (Schaefer et al. 1999; Silletti et al. 2004) and MAP/ERK has been shown to be an important upstream regulator of AP-1 signaling (Eferl and Wagner 2003). Mechanistically, Fra-2, as heterodimer with a Jun partner, binds conserved AP-1 consensus sites at the L1-CAM promoter and is able to mediate transcriptional activation of L1-CAM when Fra-2 is phosphorylated by ERK-1/2 (Geismann et al. 2009). Results from Dippel et al. indicate that L1-CAM expression on MDA MB231 cells promotes adherence to activated endothelial cells by binding to endothelial L1-CAM (Dippel et al. 2013). Enhanced expression resulted in L1-CAM mediated cell adhesion, migration, and proliferation, thereby contributing to tumour progression and invasiveness. In nearly all malignancies investigated so far, L1-CAM expression was associated with poor prognosis, tumour progression, and metastasis to lymph nodes (Altevogt et al. 2016). A key player in this step of the metastatic cascade is ICAM-1, of which we confirmed a higher expression in the isolated Fra-2 cl 2 scid primary tumours by Western blot (Fig. 2a) and IHC analysis (Fig. 3b). ICAM-1 mediates the adhesion of lymphocytes to endothelial cells (Lawson and Wolf 2009) via Integrin αLβ2 (LFA-1) (Simon et al. 2000). As tumour cells do not express αLβ2 integrins, they use leukocytes as linker cells to adhere to the vascular endothelium by means of an ICAM-1/LFA-1 interaction (Strell and Entschladen 2008). It has been shown that MDA MB468 breast cancer cells use this mechanism to adhere to lung endothelial cells (Strell et al. 2007). Furthermore, ICAM-1 expression correlated with the metastatic capacity of five human breast cancer cell lines, suggesting its key role in invasion and dissemination (Rosette et al. 2005). As ICAM-1 contain AP-1 binding sites within their promoter regions, ICAM-1 engagement leads to downstream activation of the MAP-and ERK-1 kinase cascade and subsequent AP-1 transcription factor activity (Hubbard and Rothlein 2000; Lawson et al. 1999). Another member of this immunoglobulin superfamily, namely CD44, was also upregulated by Fra-2 as well in the scid mouse xenograft tumours and metastasized cells in the lungs as confirmed by Western blot (Fig. 2a) and immunohistochemistry (Fig. 3c). CD44 is a cell-surface glycoprotein with a postulated role in cancer metastasis (Marhaba and Zoller 2004) with binding domains for hyaluronan and other glycosaminoglycans, collagen, laminin, and fibronectin, all components of the ECM (Herrera-Gayol and Jothy 1999).

Overexpression of CD44 has been linked to a number of transcription factors including NFkB and AP-1 (Foster et al. 2000). Most notably, AP-1 has been shown to have a direct effect on CD44 expression by binding the CD44 promoter (Mandal et al. 2011; Smith and Cai 2012). In colon carcinoma cells O-glycosylated CD44 can bind endothelial E-selectin, which in turns contributes to metastasis (Hanley et al. 2005). Following the steps of the metastatic cascade, integrins like ITGB4, which was highly expressed in Fra-2 overexpressing scid tumours, are also O-glycosylated and are suspected to influence the attachment of tumour cells to the ECM as well as cell-to-cell interactions (Oliveira-Ferrer et al. 2017). Moreover, ITGB4 transactivates EGFR/Her2 signaling and promotes lung metastasis in breast cancer cells (Abdel-Ghany et al. 2001; Yoon et al. 2006). It stimulates mammary carcinoma hyper proliferation by inducing phosphorylation and, presumably, activation of c-Jun, the preferred dimer partner of Fra-2 (Eferl and Wagner 2003; Foletta 1996). In agreement with our previous in vitro study (Schroder et al. 2010), we could substantiate the expression of L1-CAM, ICAM-1, and CD44 in the scid mouse model injected with Fra-2 overexpressing cells. Furthermore, we found metastasized cells expressing L1-CAM, ICAM-1, CD44, ITGB4, and TSPAN8 in corresponding lungs of those scid mice (Fig. 3a–e). Mechanistically, the above-named results imply that Fra-2 participates in the metastatic cascade by regulating signaling functions and ligand interactions of these genes.

This special role of Fra-2 also becomes clear in the second experimental approach. We were able to show that the select mice had a survival advantage to the scid mice and a reduced metastatic load in the lung, but nevertheless, tumour growth and metastasis did occur at a later time point. This growth delay can be explained by the lack of E- and P-selectins on the endothelium of the select mice, as the initial contact and adherence of the tumour cells to the endothelium is hampered and thus gives the mice a survival advantage of about 30 days. However, our studies also demonstrate that the transcription factor Fra-2 is able to control the expression of other adhesion molecules as well (L1-CAM, ICAM-1, CD44, ITGB4, and TSPAN8) and thus allows the tumour cells to adhere to the selectin-deficient endothelium via these adhesion molecules. Again, microarray analyses of resected tumours of the select mice were performed to identify possible genes that would assure adhesion to the endothelium in the absence of selectin-binding partners.

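Galectin-1 (LGALS1) was abundant in scid tumours whether or not Fra-2 was overexpressed, at 13.06, 12.85 and 12.93 (log2) in control tumours, and lowest in the control select tumour, at 10.34. Fra-2 cl 1 select tumours read 13.45 and 13.24 and those of cl 2 11.75, 11.72 and 12.74, so that the difference of the arrays in select mice rests on 1 control tumour. The paper also gives a rise of LGALS1 by qRT-PCR in each clone, not significant over both together, and staining in tumours and lung metastases. These were not analysed here. The log2 difference in cl 2 was 1.74 (standard error 0.40, limma adjusted p = 0.0307), and with the select arrays alone the adjusted p was 0.0821 in cl 1 and 0.143 in cl 2. In scid mice it was 0.37 (standard error 0.28, limma adjusted p = 0.605) in cl 1 and -0.15 (standard error 0.28, adjusted p = 0.956) in cl 2, and the difference between hosts in the effect of both clones was 2.26 (standard error 0.46, adjusted p = 0.0649). Among the genes with a positive difference in select mice, ordered by p, LGALS1 was gene 32 in cl 1 and 475 in cl 2. It was the 1 gene that rose among 12 galectins in both clones together by either adjustment, and in scid tumours none passed limma's test by either adjustment (0 higher and 0 lower unadjusted). As a possible mechanism (Fig. 5b), the paper proposes that where selectins are lacking, tumour cells attach to the endothelium through galectin-1, which it describes as upregulated by Fra-2.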

Based on the microarray data, *LGALS1*, also known as Galectin-1, exhibited the most significant upregulation. Its transcript was clearly upregulated in tumours resected from select mice injected with Fra-2 cl 1 as well as cl 2 (Table 4) and we were able to detect the expression of *LGALS1* by immunohistochemistry both in the tumours and in metastatic cells in the lungs of animals of both Fra-2 overexpressing clones (Fig. 4c). Galectin-1 is a non-covalent homodimeric galectin, which preferentially recognizes Galβ1, 4GlcNAC (LacNAc) sequences, which can be present on *N*- or *O*-linked glycans (Elola et al. 2005). Galectin-1 affects the interaction of tumour cells with endothelial cells, which is critical in invasion and metastasis (Kuwabara et al. 2003). Galectin-1 has been observed to arbitrate the adhesion of cancer cells to the ECM; laminin, fibronectin, and other glycoproteins presented in the basement membrane provide the necessary epitopes for Galectin-1-cell-ECM cross-linking (Cousin and Cloninger 2016; Jeschke et al. 2006; Brule et al. 1995). Nam et al. confirmed the binding of Galectin-1 to the cell surface via its interaction with ITGB1 in MDA MB231 cells (Nam et al. 2017). As Galectin-1 expression is at least in part dependent on the constitutive activation of the AP1 transcription complex, it is one more member of cell-adhesion molecules regulated by AP-1 transcription factors (Juszczynski et al. 2007). In summary, this study shows that the transcription factor Fra-2 by virtue of its multiple properties can activate genes involved in cell adhesion at either the receptor or ligand level, thus promoting adhesion to the endothelium and tumour metastasis. This even takes place in the absence of initial molecules, such as selectins, by activation of other downstream genes which launch the adhesion. A possible mechanism of the role of Fra-2 in our mouse model is shown in Fig. 5. Even though Fra-2 appears to be an essential component in the metastasis process through the regulation of several adhesion molecules, it is difficult to envisage Fra-2 as a potential therapeutic target because of its multiple interactions in its function as a transcription factor. Deletion of Fra-2 leads to an early lethality in mice: at birth, knock-out puppies suffer from a severe growth defect and die within the first week (Eferl et al. 2007). Our results furthermore show that the transcription factor Fra-2 plays an ambivalent function in the metastasis of breast cancer. In the presence of selectins, Fra-2 promotes the adhesion of tumour cells to the endothelium due to its influence on the expression of selectin ligands as shown in our in vitro studies (Schroder et al. 2010). Yet, as shown in select mice, Fra-2 can also promote metastasis in the absence of selectins, although more slowly, by activation of selectin-independent adhesion processes. This finding highlights the important role of Fra-2 as a regulator of CAMs of adhesion cascade in breast cancer metastasis.

**Fig. 5:**
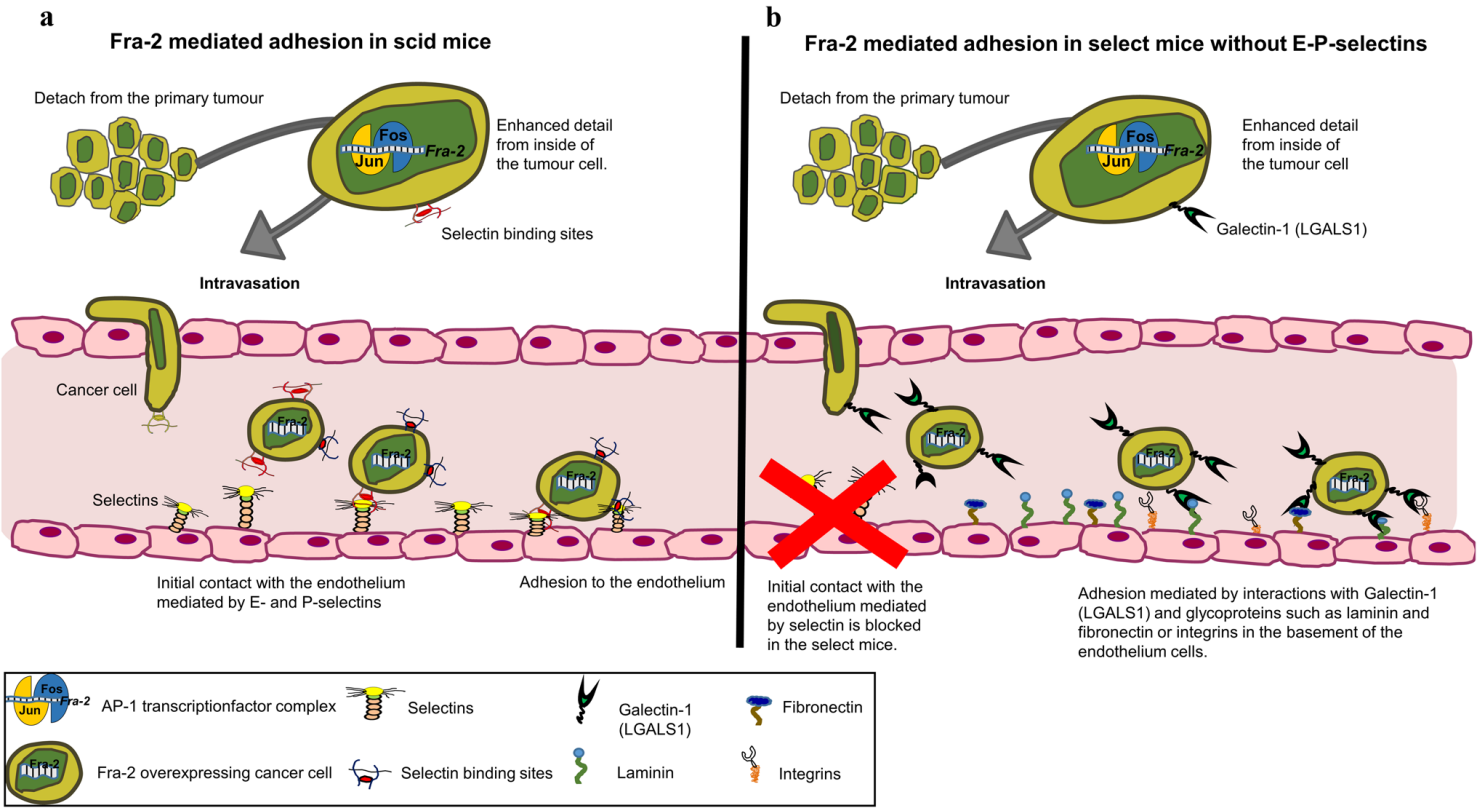
Schematic representation of the main findings of this work: possible mechanism of selectin-dependent in scid mice and selectin-independent in select mice cancer cell adhesion driven by Fra-2. This figure shows the ambivalent function of Fra-2-controlled adhesion in cancer metastasis. **a** When selectins are expressed on the luminal surface of endothelial cells, the Fra-2 induced (over)expression of selectin ligand carrying glycoproteins (L1-CAM, ICAM-1, or also CD44 and ITBG4) leads to an increased number of spontaneous metastases in the lungs and a shorter survival. **b** How this process could take place in a selectin knock-out mouse. Selectins are the first port of call in the leukocyte adhesion cascade, which is however, redundantly organized. Next to selectins integrins and cell-adhesion molecules of the immunoglobulin superfamily follow. This lack of selectins now selects cell adhesion molecules other the selectin ligands on the cancer cells such as Galectin-1 (*LGALS1*), which is also upregulated by Fra-2. The tumour cells presumably come into contact through an interaction of Galectin-1 (*LGALS1*) with fibronectin, laminin, or integrins, and thus mediate the adhesion to the endothelium. This leads to a significantly delayed adhesion and provides the mice a considerable survival advantage

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

The datasets generated during and/or during the current study are available from the corresponding author on reasonable request. The raw data were deposited in the Gene Expression Omnibus database (www.ncbi.nlm.nih.gov/geo/) under Accession No. GSE148089.

## Code availability

No code.

# Supplementary material for: Fra-2 overexpression upregulates pro-metastatic cell-adhesion molecules, promotes pulmonary metastasis, and reduces survival in a spontaneous xenograft model of human breast cancer
**Source:** J Cancer Res Clin Oncol. 2021 Oct 24;148(6):1525–42. doi: 10.1007/s00432-021-03812-2
**Supplement:** Supplementary file 1 — Supplementary file1

***Supplemental Material***

**Fra-2 overexpression upregulates pro-metastatic cell-adhesion molecules, promotes pulmonary metastasis and reduces survival in a spontaneous xenograft model of human breast cancer**

Sabrina Arnold ^1†^, Jan Kortland ^1†^, Diana V. Maltseva ^2,2*,2**^, Timur R. Samatov ^3^, Susanne Lezius ^4^, Alexander G. Tonevitsky ^2,2*,2**^, Karin Milde-Langosch ^5^, Daniel Wicklein ^1^, Udo Schumacher ^1^ and Christine Stürken ^1, *^

^†^ These authors contributed equally to this work.

The file includes: Western blot analyses: original, non-cropped blots, additional information to RNA isolation and cDNA microarray analysis

Figure S1

Full-length blots of image details from Fig 1; human total cell lysates showing Fra-2 overexpression in clones 1 and 2 relative to the MDA MB231 stably transfected cells harboring the empty pIRES-P vector (MDA control). The loading control ß-actin is presented as reblot. The lanes of interest have been framed in black. The others are not related to this experiment.

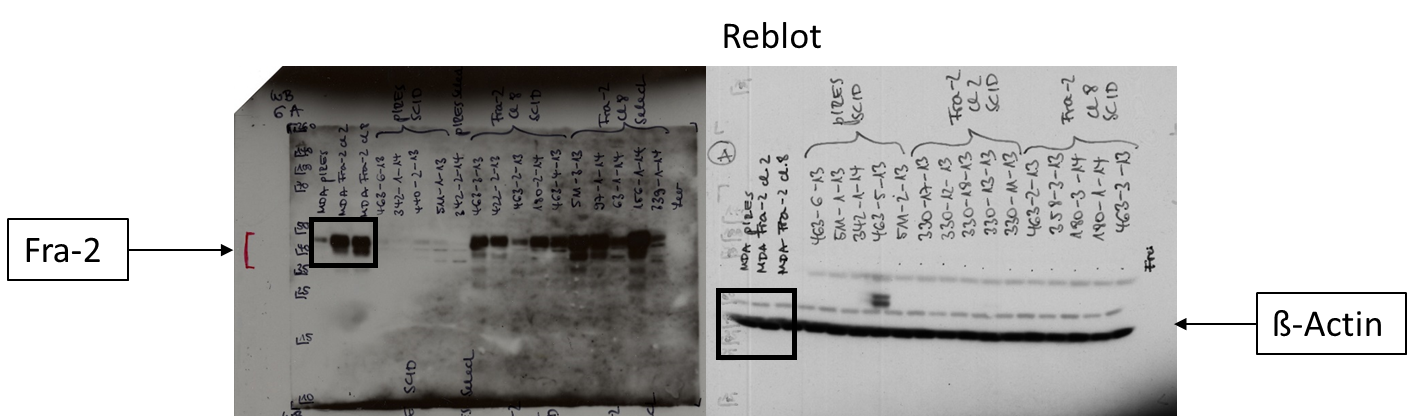

Figure S2

Full-length blots of all used image details from Fig 2; cell lysates of the transfected MDA MB231 cells (first 3 rows) and protein lysates of the resected scid mouse primary tumours of control (second 3 rows), Fra-2 cl 1 (row 8-10, first picture) and cl 2 (row 8-10, second picture) with different staining of Fra-2 (a), L1-CAM (b), ICAM-1 (c), CD44 (d). The loading control ß-actin is presented as reblot. The lanes of interest have been framed in black. The others are not related to this experiment.

a) WB Fra-2

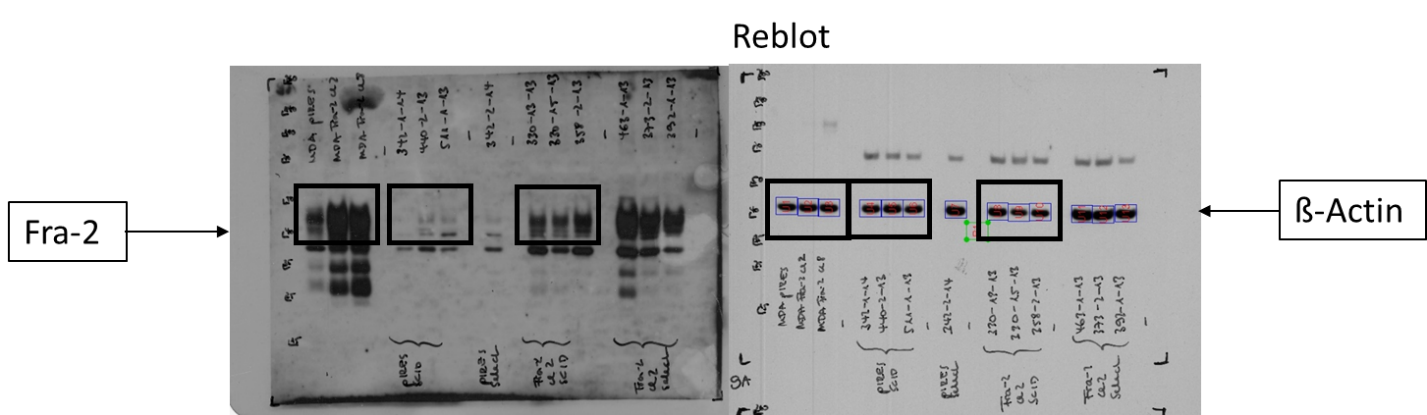

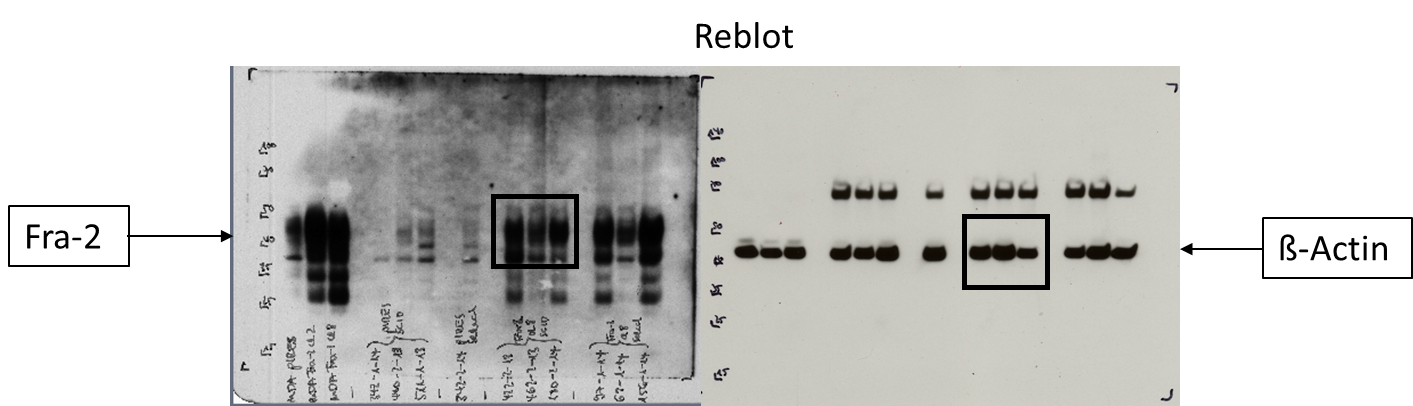

b) WB L1-CAM

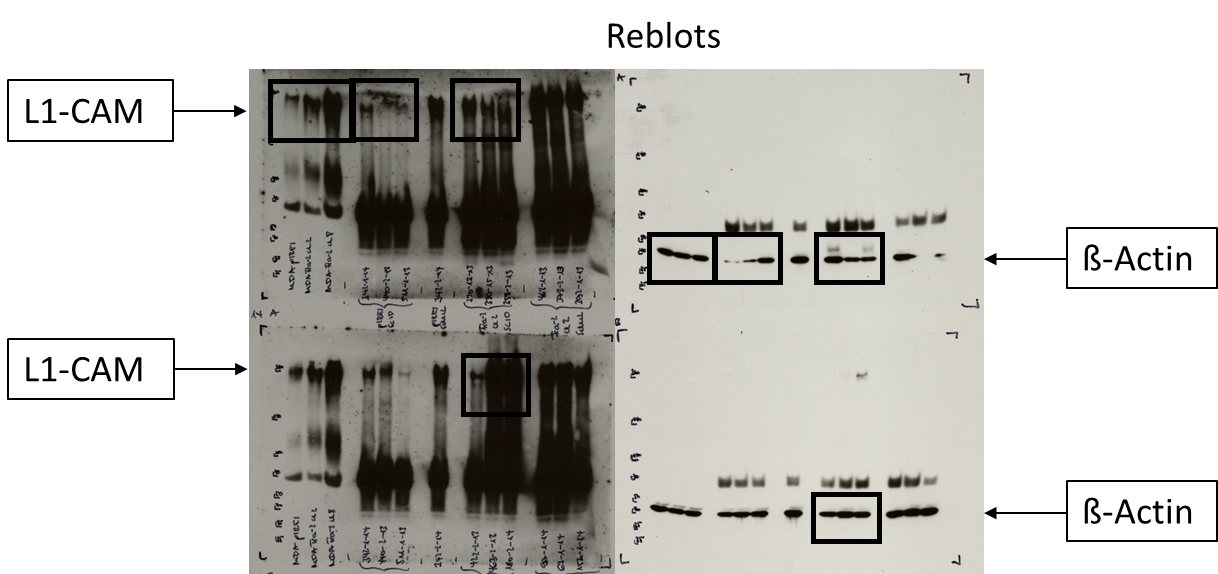

c) WB ICAM-1

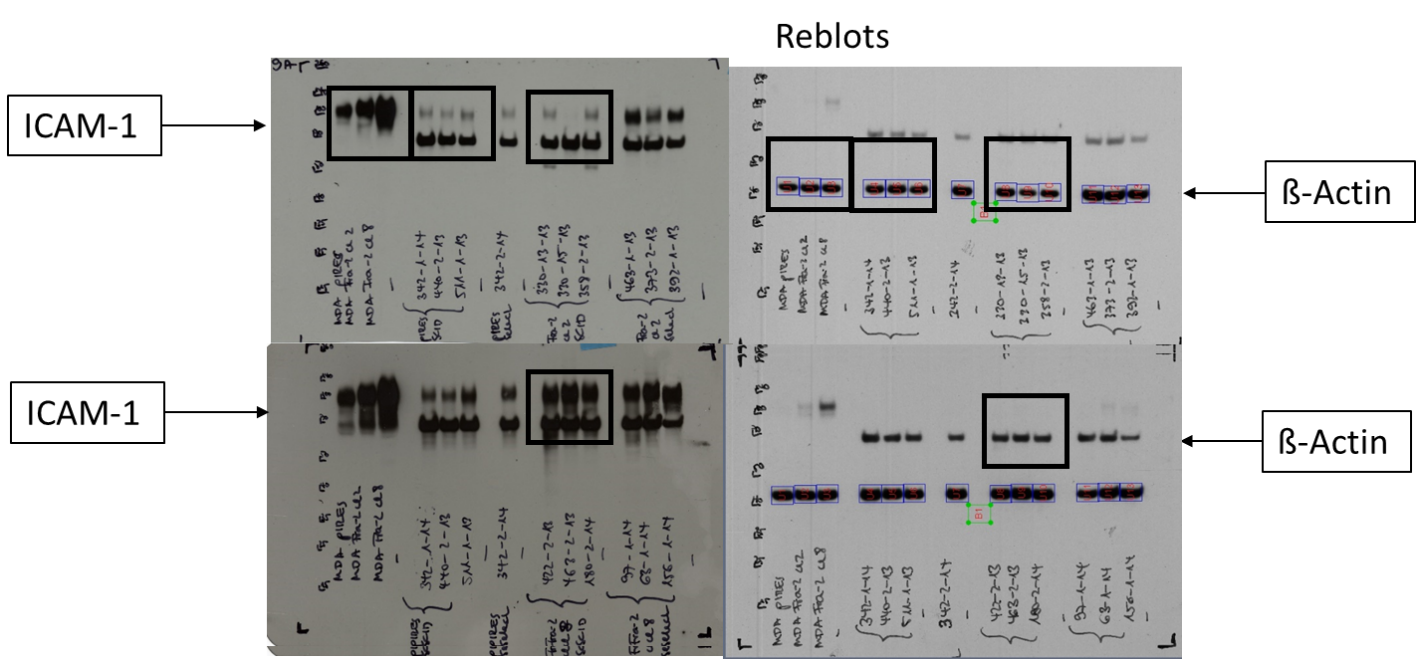

d) WB CD44

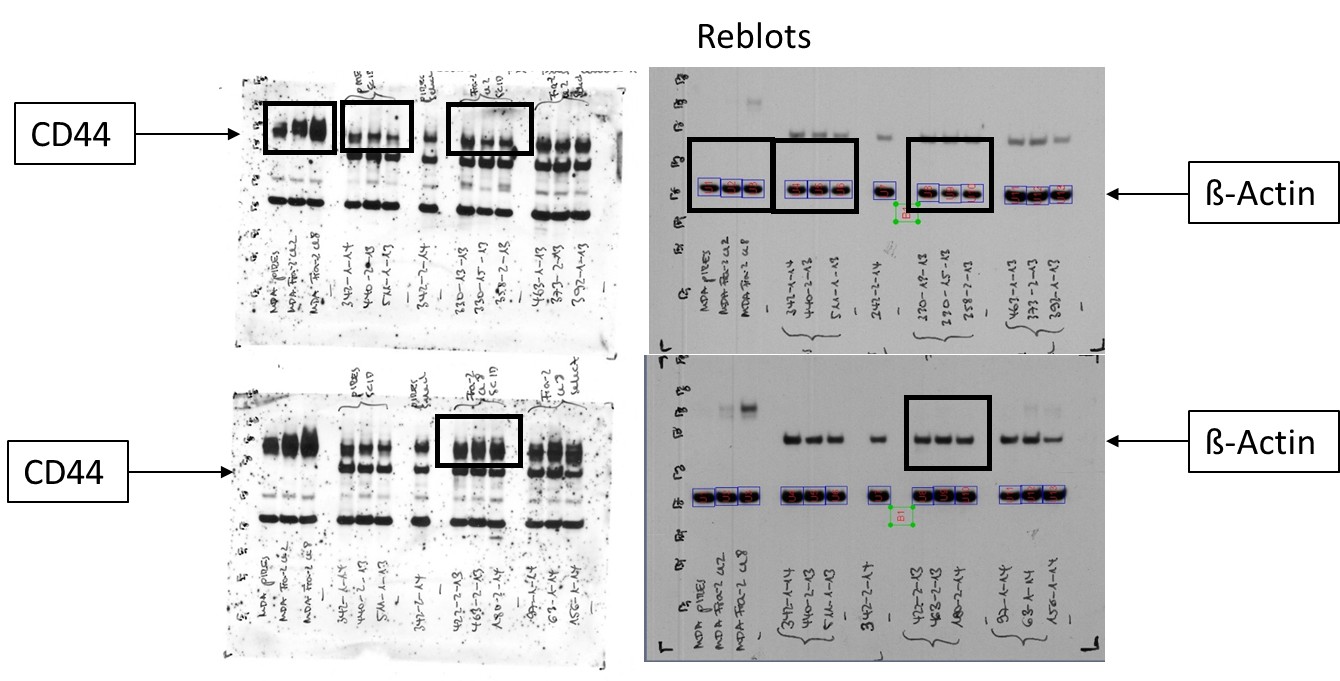

S3

*RNA isolation and cDNA microarray analysis*

Approximately 50 mg of fresh-frozen primary tumour tissue was crushed in liquid nitrogen. The total RNA was isolated using QIAzol Lysis Reagent (Qiagen, Hilden, Germany) and the miRNeasy Mini Kit (Qiagen, Hilden, Germany), according to manufacturer`s instruction. RNA yield was determined by UV absorbance using NanoDrop 1000 Spectrophotometer (Peqlab, Erlangen, Germany). The RNA quality was assessed by analysis of ribosomal RNA band integrity on an Agilent 2100 Bioanalyzer and RNA 6000 LabChip kit (Agilent Technologies, Palo Alto, CA, USA). The RIN values of RNA samples used for microarray analysis were higher than 7.7. The microarray experiments were performed according to the manufacturer's instructions (TermoFisher Scientific UserGuide P/N 703174)^1^. Procedures for cDNA synthesis and labeling were carried out according to the GeneChip WT PLUS Reagent Kit (Applied Biosystems) protocol using 500 ng of total RNA as the starting material. Target DNA fragmentation, labeling, hybridization on Affymetrix Gene Chip Human Transcriptome Array 2.0 microarrays, array washing, staining, and scanning were performed as according to the manufacturer's instructions^2,3^. The raw microarray data (CEL-files) were processed using the Affymetrix Expression Console (build 1.4.1.46) with RMA-sketch method. All CEL-files are available in the Gene Expression Omnibus database (www.ncbi.nlm.nih.gov/geo/) under accession number GSE148089.

S4 Table: Scid functional annotation

S5 Table: Scid select functional annotation

Supplementary References

1 Khaustova, N. A. *et al.* Selectin-independent adhesion during ovarian cancer metastasis. *Biochimie* **142**, 197-206, doi:10.1016/j.biochi.2017.09.009 (2017).

2 Kudriaeva, A. *et al.* The Transcriptome of Type I Murine Astrocytes under Interferon-Gamma Exposure and Remyelination Stimulus. *Molecules* **22**, doi:10.3390/molecules22050808 (2017).

3 Sakharov, D. A. *et al.* Passing the anaerobic threshold is associated with substantial changes in the gene expression profile in white blood cells. *Eur J Appl Physiol* **112**, 963-972, doi:10.1007/s00421-011-2048-3 (2012).

How the deposited data were processed for this re-analysis (not part of the article)

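RNA of primary tumours was measured on 16 Affymetrix Human Transcriptome Array 2.0 arrays, 1 per tumour: 3 each of control, Fra-2 cl 1 and Fra-2 cl 2 from scid mice, and 1 of control, 3 of Fra-2 cl 1 and 3 of Fra-2 cl 2 from select mice. The authors made the deposited log2 values from the scanned arrays with Affymetrix Expression Console, by RMA (background correction, quantile normalization of probes to a sketch and median polish), as the deposited sample records and the paper's supplement state; the methods in the main text name limma. That the values are on a log2 scale was read from their range, 1.90 to 19.8 in the 15 arrays used. The range does not show that a difference of 1 is a 2-fold change, and the log2 folds of Table 2 are smaller than these differences (slope 1.71). The values were used as deposited, without further normalization.

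The table holds 70523 entries, of which 2995 control probe sets were left out, and 67528 transcript clusters. Of these, 23781 carry 1 gene symbol, 1543 several and 42204 none. Clusters with 1 symbol were kept, and for each gene the cluster with the highest mean was taken, which left 22465 genes and 1316 further clusters; 22167 of the genes were matched to a RefSeq table, 17085 as protein-coding. Genes whose clusters carry several symbols or none, such as ZEB2, GLB1 and PTMA, were not analysed here. The cluster taken for CD99 is annotated to the copy of this pseudoautosomal gene on chromosome Y, and no values per array are given for it. Dim genes were not filtered out; per array, 12640 to 15328 genes lay below the highest of 23 background probe sets, and with 2 or 3 tumours in most groups the precision is set by their number.

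Fits were made in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) on the means of 6 groups. The plan had all 16 arrays in 1 fit. The column of Fra-2 cl 1 select replicate 1 correlated with the others at r = 0.115 to 0.142 and its background probe sets had a median of 7.51 and a maximum of 19.5, against maxima of 6.16 to 7.16 in the others, so its values were taken as not tied to the genes they stand for. It was left out of the fit reported after these values were seen and before groups were compared, and the planned fit of 16 arrays, which calls few genes, is given beside it. The fit of 15 arrays has 9 residual and 2.54 prior degrees of freedom. The single control select array is assumed to vary like the arrays of the other groups.

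There were 10 comparisons: cl 1, cl 2 and both clones against control in each host, select against scid in each clone, cl 2 against cl 1 over both hosts, and the interaction of clones and host. A gene was called when its Benjamini-Hochberg adjusted p over the 22465 genes was under 0.05 and its log2 difference at least 1, a fold of 2 on the deposited scale. Log2 fold changes of Table 2 and deposited differences had r = 0.995 with a slope of 1.71, and those of Table 4 r = 0.974 with a slope of 1.83; the reason for the slope is not stated, and it was not tested. Correlations between comparisons that share controls are given beside those of 20 simulations of unchanged groups against the same controls. Exact permutation tests were made for single genes within scid mice, where 3 arrays against 3 allow no p under 0.1. The numbers of called genes under other splits of the same arrays were counted for comparisons with 3 arrays or more on each side, over all splits or 100 drawn with a fixed seed.

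The fit was tested on simulated data, where log2 changes of 1 were added to 100 of 22465 genes and of 3 to 100 others in the same simulation. For cl 1 against control in scid mice it recovered 38 genes at a log2 change of 1 and 99 at 3, with 3 unchanged genes called; for both clones 48 and 100, with 4; and for cl 2 against control in select mice 28 and 96, with 10. Genes with a change of 1, the limit itself, are thus often missed, in part because their estimates fall on both sides of it.

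Genes are named by a rule: FOSL2; every gene the paper names in its array text or Tables 2 to 5, whose values in those tables had been seen; in each comparison with control the 10 called genes with the largest rise and the 10 with the largest fall among those whose arrays lie on separate sides; in each comparison of hosts the 5 largest on each side; and in each gene list up to 4 members with the largest difference. Other genes are marked as named after their values were seen.

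Of 39 gene lists, 38 had at least 5 tested genes and were tested with camera at a correlation of 0.01, adjusted over the lists of a comparison, with an estimated correlation and fry beside it. Members were counted at an adjusted p under 0.05, over all genes and over the list alone, whatever the size of the difference. The lists, written from general knowledge, were immunoglobulin superfamily adhesion molecules, integrins, cell junctions, tetraspanins, core matrix, matrix proteolysis, cathepsins and lysosomal glycosidases, N-glycan processing, O-GalNAc glycosylation, sialyl- and fucosyltransferases, selectin ligand scaffolds, galectins, glycosaminoglycans, the AP-1 family, epithelial and mesenchymal markers, genes described in lung-metastatic MDA MB231 derivatives, TGF-beta and SMAD signaling, NF-kB targets, the interferon, hypoxia and unfolded protein responses, proliferation, cholesterol synthesis, ribosomal proteins, the respiratory chain and 10 cell types. The genes the paper names for scid and for select tumours and its qRT-PCR reference genes were 3 further lists, chosen by the study on these samples.

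The alternatives tried were all transcript clusters, dim genes left out, the mean of all clusters of a gene, trended and robust moderation, quantile normalization between arrays, the replicate number as a block, an unadjusted p, a per-gene model without moderation, the arrays of 1 host alone, genes called in both clones singly, each array left out in turn and all 16 arrays. Added after seeing the data were a limit of 2-fold on the paper's scale, protein-coding genes alone, the per-gene model with that limit, and the slope of Table 4 for its own fold changes. Functional annotation with DAVID, qRT-PCR, blots and staining were not analysed here. Tables and figures were written with Python 3.11.15 and matplotlib 3.10.9.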

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

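Of the tests in this part, the distance of the control select array from the control scid arrays and the test on the small RNA genes called in select mice were chosen after the result was seen, and each of the 3 patterns weighed had been seen before its tests were set.

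The effect of Fra-2, both clones against control, differed between select and scid mice in 83 genes, 45 with a more positive and 38 with a more negative effect in select mice, by the interaction contrast of limma. For MGAT5, the enzyme of branched N-glycans, the effect in select mice was lower by a log2 difference of -2.48 (limma adjusted p = 0.0315), with -2.08 in select and 0.41 in scid mice, and its transcript read 10.86 in the control select tumour and 7.65 ± 0.07 (SD, n = 3) in control scid tumours. Named after their values were seen, SLC16A4 had an interaction of -4.39 (limma adjusted p = 1.69e-06), SCEL of -2.98 (adjusted p = 2.39e-05), TNFRSF11B of -6.62 (adjusted p = 0.048) and the elongation factor EEF2 of 2.79 (adjusted p = 0.0321). For the first 3 of these the single control select tumour stood apart, with 9.77, 7.38 and 12.24 against 5.27 ± 0.10, 4.31 ± 0.07 and 6.60 ± 1.26 (SD, n = 3) in control scid tumours, while Fra-2 tumours of both hosts had group means of 5.07 to 5.29, 4.16 to 4.30 and 5.89 to 7.37, for SLC16A4 and SCEL below the highest background probe sets (6.16 to 7.16). The number was 5 without Fra-2 cl 1 select replicate 3 and 149 without Fra-2 cl 2 scid replicate 1, the extremes when single arrays were left out, 27 higher and 61 lower after quantile normalization, and 0 in the planned fit of all 16 arrays by limma (372 unadjusted).

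Tumours of Fra-2 cl 2 differed between select and scid mice in 134 genes, a comparison the paper's main text does not report, 101 higher and 33 lower in select mice, whereas for Fra-2 cl 1 limma called 0 (6 higher and 12 lower unadjusted). BMP5 rose by 5.17 (standard error 0.38, limma adjusted p = 0.000451), the vault RNA VTRNA2-1 by 5.51 (adjusted p = 0.00835), the transferrin receptor TFRC by 2.79 (adjusted p = 0.00545), and SNORD70 and SNORA74A by 3.73 (adjusted p = 0.0453) and 3.07 (adjusted p = 0.0108). LINC03033 had -2.72 (limma adjusted p = 0.0126), the growth factor PTN -2.45 (adjusted p = 0.0421), the acetyltransferase KAT2B -1.98 (adjusted p = 0.0308), CD99 -1.93 (adjusted p = 0.00673) and the calcium pump ATP2B4 -1.91 (adjusted p = 0.0405). BMP5 in scid tumours, with a mean of 4.51, and LINC03033 in select tumours, with 5.54, lie below the highest background probe sets, which limits how well the sizes of these 2 differences are known. For each of these genes the 3 select and 3 scid tumours were on separate sides, as the naming rule required, and BMP5, CD99, TFRC and VTRNA2-1 passed whichever single array was left out. The number of called genes was 33 without Fra-2 cl 2 scid replicate 3, 365 without replicate 1, and 0 in the planned fit of all 16 arrays by limma (272 unadjusted). Fra-2 cl 2 scid replicates 2 and 3 resemble the cl 1 arrays, so a wrong label or cl 1 cells is not excluded as a source of these differences. The 10 splits of these 6 arrays are too few for a share under 0.05; the real split, 1 of them, called 134 genes and the highest other 68.

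Between the clones, over both hosts, 119 genes differed, a comparison the paper's main text does not report, 18 higher and 101 lower in Fra-2 cl 2. Members of the gene lists among them include MAN2A1 at 1.05 (limma adjusted p = 0.0424) and KRT19 at -1.20 (adjusted p = 0.0438). The number was 3 to 254 when single arrays were left out, 3 without Fra-2 cl 1 select replicate 2 and 254 without Fra-2 cl 2 scid replicate 3, and 0 in the planned fit by limma (202 unadjusted). With the hosts of a clone taken together in the split fits, the real split called 74 genes, 1 of 100 splits to reach that number, and the highest other 52. The 100 splits were drawn from a larger number and took no account of host. Few splits thus call as many genes, but chance is not excluded.

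The first pattern weighed is that Fra-2 cl 2 scid replicates 2 and 3 resemble the Fra-2 cl 1 arrays. Of all genes, 34 in replicate 2 and 114 in replicate 3 lay more than 1 log2 unit outside the range of 4 cl 1 arrays, against 14 to 34 in the cl 1 arrays themselves, 772 in cl 2 scid replicate 1 and 497 to 1316 in cl 2 select arrays. For a wrong label or cl 1 cells in these tumours, the lower of the 2 numbers is 1 time the highest of cl 1, while that of replicate 3 is above all cl 1 arrays. That tumours of clone 2 differ along the axis that separates the clones could not be measured, since 0 genes passed limma between the clones in the select arrays alone. The explanations cannot be told apart, because no marker of the clones was analysed here for single tumours apart from these arrays (the paper's blots, with more ICAM-1 in cl 2 alone, and its qRT-PCR separate the clones as groups, and the text gives no values for single tumours), and comparisons of cl 2 in scid mice carry this limit.

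The second is that small RNA genes are higher in Fra-2 than in the control select tumour, 41 higher and 10 lower of 1314. The medians over all 1314 genes set as tests decide nothing, neither -0.255 (lowest Fra-2 scid array against the highest control scid array, where all groups have 3 arrays) nor -0.121 (control select array against the control scid mean, for a low yield of small RNA), because the median difference in select mice, where the pattern was seen, is itself 0.017. Over the 41 genes called higher in select mice, the lowest Fra-2 scid array lay -0.363 from the highest control scid array in the median, and 25 had a positive difference in scid mice, with a median of 0.36 and 1 called (RNU5D-1, at 2.72, limma adjusted p = 0.0216). The control select array itself lay -2.15 from the control scid mean over these genes, against -0.42 to 0.19 for the control scid arrays, but they were called against that array, which lowers its value. A difference between Fra-2 and control tumours in scid mice stays open, since the arrays overlap, and a low yield of small RNA in the control select array cannot be told apart from another difference of that single tumour.

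The third is the number of genes called in select mice, LGALS1 included. A comparison against a single control array, whichever it is, is argued against as the whole cause, since keeping 1 control scid array at a time called 44, 5 and 15 genes for both clones in scid mice, against 775 in select mice. The control select array stands apart from the control scid arrays, with 711 genes outside the range of 2 of them against 221 at most for a control scid array. With 1 control tumour in select mice, the design does not separate the host from that tumour and its array, so that each of these may underlie the calls.

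For the comparisons with control in scid mice, the 10 splits of 3 against 3 arrays are too few for a share under 0.05; the real split, 1 of them, called 223 genes for Fra-2 cl 1 and 40 for cl 2, and the highest other 0 in each. With the clones taken together, the real split called 117 genes, 1 of 84 splits to reach that number, and the highest other 9. No other split of these arrays thus called as many, a share under 0.05.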

How the results depend on the processing

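The settings of 2-fold on the paper's scale, of protein-coding genes alone and of the per-gene model with 2-fold on the paper's scale were chosen after seeing the data, as was the slope of Table 4 for its own fold changes; the others had been fixed in advance. Leaving Fra-2 cl 1 select replicate 1 out of the fit was itself decided after its values were seen and before groups were compared. In the planned fit of all 16 arrays the numbers of called genes were cl 1 scid 0, cl 2 scid 0, both scid 1, cl 1 select 3, cl 2 select 24, both select 18, select against scid in cl 1 0, select against scid in cl 2 0, cl 2 against cl 1 0 and the interaction 0, against 223, 40, 132, 587, 917, 775, 0, 134, 119 and 83 in the fit reported, in the same order. At an unadjusted limma p under 0.05 and 2-fold, the 16 arrays gave 266, 206, 218, 753, 866, 701, 197, 272, 202 and 372. With all 16 arrays, 107 of the results for named genes kept their direction and side of the threshold, 144 no longer passed and 5 reversed, all in cl 1 select: FOSL2 -0.76, ADRM1 -0.21, CTTN -0.23, BABAM1 -0.57 and SMAGP -1.31. By construction that fit adds only this array (and chooses each gene's cluster with it), so the counts of the fit reported depend on leaving it out.

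Counts within 1.5 times the reported ones are taken as kept, and those that moved further are given here. With all transcript clusters tested, cl 2 scid 14, cl 2 select 1464, both select 1278 and the interaction 156. With dim genes left out, cl 2 scid 62 and select against scid in cl 2 211. With trended and robust moderation, cl 1 select 371, select against scid in cl 2 87 and the interaction 42. After quantile normalization, cl 2 against cl 1 45. With a replicate block, cl 1 select 304, cl 2 against cl 1 60 and the interaction 50. In the per-gene model without moderation, at an unadjusted p, cl 1 scid 565, cl 2 scid 265, both scid 360, select against scid in cl 1 16, select against scid in cl 2 286, cl 2 against cl 1 266 and the interaction 872. With the scid arrays alone, cl 2 scid 86. With the select arrays alone, cl 1 select 44, cl 2 select 320 and both select 216. Counted as genes called in both clones singly, both scid 19 and both select 345. At an unadjusted limma p, which calls more genes by construction, the counts were cl 1 scid 624, cl 2 scid 396, both scid 394, cl 1 select 1712, cl 2 select 2018, both select 1686, select against scid in cl 1 18, select against scid in cl 2 590, cl 2 against cl 1 318 and the interaction 1078. With 2-fold on the paper's scale, a stricter limit by construction, cl 1 scid 44, cl 2 scid 12, both scid 29, cl 1 select 262, cl 2 select 406, both select 313, select against scid in cl 2 26, cl 2 against cl 1 13 and the interaction 44. In the per-gene model with that limit, cl 1 scid 77, both scid 51, cl 1 select 195, cl 2 select 293, both select 349, select against scid in cl 1 3, select against scid in cl 2 50, cl 2 against cl 1 32 and the interaction 270. With protein-coding genes alone all 10 counts were kept. The select arrays alone hold fewer samples for the spread; for the other settings the cause was not tested.

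Leaving out each array in turn, except the single control select array, gave 11 (without cl 1 scid replicate 1) to 226 (without cl 1 scid replicate 3) for cl 1 scid, 4 (without cl 2 scid replicate 3) to 94 (without cl 2 scid replicate 1) for cl 2 scid, 42 (without control scid replicate 3) to 254 (without cl 2 scid replicate 1) for both scid, 79 (without cl 1 select replicate 2) to 139 (without cl 1 select replicate 3) for cl 1 select, 664 (without cl 2 select replicate 1) to 1251 (without cl 2 select replicate 2) for cl 2 select, 450 (without cl 1 select replicate 2) to 1065 (without cl 2 select replicate 2) for both select, 33 (without cl 2 scid replicate 3) to 365 (without cl 2 scid replicate 1) for select against scid in cl 2, 3 (without cl 1 select replicate 2) to 254 (without cl 2 scid replicate 3) for cl 2 against cl 1, 5 (without cl 1 select replicate 3) to 149 (without cl 2 scid replicate 1) for the interaction, and 0 throughout for select against scid in cl 1. Correlations of differences ranged as follows, with 50 of 70 values kept: between clones, scid 0.518 to 0.753; between clones, select 0.712 to 0.769; between hosts, cl 1 0.48 to 0.585; between hosts, cl 2 0.201 to 0.379; between hosts, both clones 0.367 to 0.477. Of the results for named genes, 864 were kept in these fits, 285 no longer passed, 8 passed anew and 13 reversed. The ranges of the genes that reversed were ICAM1 -0.52 to 0.29 (cl 1 scid), CD44 -0.20 to 0.10 (cl 1 scid), ITGB4 -0.72 to 1.16 (cl 2 scid), ITGA10 -0.45 to 1.13 (cl 2 scid), TNC -2.16 to 0.060 (cl 2 scid), ST8SIA4 -0.42 to 0.46 (cl 1 select), GJB2 -0.27 to 0.11 (cl 1 select), SMAGP -0.024 to 0.35 (cl 1 select), GALNT11 -0.25 to 0.48 (cl 2 select), MGAT4A -0.26 to 1.17 (cl 2 select). Those of ITGB4, ITGA10 and TNC reversed without cl 2 scid replicate 3, and the cause was not tested. Where 1 array is left in a group, it is assumed to vary like the other groups.

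For named genes, quantile normalization kept 238 results, with 10 that no longer passed, 5 that passed anew and 3 that reversed (ST8SIA4 -0.11 and SMAGP -0.075 in cl 1 select, GALNT11 -0.016 in cl 2 select). A replicate block kept 225, lost 27, gained 1 and reversed 3 (in cl 1 select, ST8SIA4 -0.27, SMAGP -0.097 and MGAT4A 0.093). Trended and robust moderation kept 253 and lost 3; the arrays of the same host alone kept 187, lost 51 and gained 8. The mean of all clusters of a gene kept 255 and reversed CD44 in cl 1 scid, to 0.29, since its second cluster moves the other way. Of the 42 results of gene lists past camera's threshold, 42 no longer passed with an estimated correlation and 34 with fry. The replicate block lost 7 and leaving out dim genes 4. The share of called genes that were higher fell after quantile normalization, from 73.5 to 69.8% (cl 1 scid), 71.6 to 50.3% (cl 1 select), 59.4 to 48.6% (cl 2 select), 65.2 to 48.9% (both select), 75.4 to 56.8% (select against scid in cl 2), 54.2 to 30.7% (the interaction), and rose from 42.5 to 52.7% (cl 2 scid), 53 to 61.5% (both scid), 15.1 to 28.9% (cl 2 against cl 1). The cause was not tested. Per array, 12640 to 15328 of the 22465 genes lay below the highest background probe set, which limits what can be said of weakly expressed genes.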

Differences from the paper's values

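The paper's counts and those here use its stated thresholds, an adjusted p below 0.05 and a 2-fold change, with a fold of 2 read on the deposited scale. The select counts here rest on 1 control and 2 cl 1 arrays, where the paper states 3 tumours per group. Besides the settings named with each count as coming within 1.5 times the paper's, all other settings fixed before the data were examined, the planned fit of all 16 arrays among them, gave counts further away. The settings of 2-fold on the paper's scale and of protein-coding genes alone were chosen after seeing the values. For Fra-2 cl 1 in scid mice, 164 genes were higher, against the paper's 65; closer to the paper's were without control scid replicate 2 (68) and without control scid replicate 3 (75), and, chosen after seeing the values, the per-gene model with 2-fold on the paper's scale (44), not calling 4 of the 9 genes that the paper's table has at 2-fold or more (7 in the fit reported). For Fra-2 cl 2 in scid mice, 17 genes were higher, against the paper's 33; closer to the paper's were dim genes left out (24), quantile normalization (29), a replicate block (23), the scid arrays alone (34) and without cl 2 scid replicate 1 (46), and, chosen after seeing the values, the per-gene model with 2-fold on the paper's scale (22), not calling 5 of the 6 genes that the paper's table has at 2-fold or more (6 in the fit reported). For Fra-2 cl 2 in scid mice, 23 genes were lower, against the paper's 45; closer to the paper's were dim genes left out (38), the scid arrays alone (52) and without cl 2 scid replicate 1 (48), and, chosen after seeing the values, protein-coding genes alone (38), not calling 6 of the 6 genes that the paper's table has at 2-fold or more (6 in the fit reported). For both clones in scid mice, 70 genes were higher, against the paper's 27; closer to the paper's were without control scid replicate 1 (20), without control scid replicate 2 (35), without control scid replicate 3 (21) and without cl 1 scid replicate 1 (40), and, chosen after seeing the values, the per-gene model with 2-fold on the paper's scale (21), for which the paper's tables give no values of both clones together. For both clones in scid mice, 62 genes were lower, against the paper's 36; closer to the paper's were without control scid replicate 1 (28), without control scid replicate 2 (38), without cl 1 scid replicate 1 (34), without cl 1 scid replicate 2 (37), without cl 1 scid replicate 3 (46), without cl 2 scid replicate 2 (36) and without cl 2 scid replicate 3 (44), and, chosen after seeing the values, the per-gene model with 2-fold on the paper's scale (30), for which the paper's tables give no values of both clones together. For Fra-2 cl 1 in select mice, 420 genes were higher, against the paper's 146; closer to the paper's was a replicate block (218), and, chosen after seeing the values, 2-fold on the paper's scale (183) and the per-gene model with 2-fold on the paper's scale (116), not calling 6 and 6 of the 9 genes that the paper's table has at 2-fold or more (5 in the fit reported). For Fra-2 cl 1 in select mice, 167 genes were lower, against the paper's 258; closer to the paper's were all transcript clusters (247), quantile normalization (236) and the per-gene model (189). For both clones in select mice, 505 genes were higher, against the paper's 173; closer to the paper's were the select arrays alone (132) and genes called in both clones singly (212), and, chosen after seeing the values, 2-fold on the paper's scale (195) and the per-gene model with 2-fold on the paper's scale (214), for which the paper's tables give no values of both clones together.

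Fold changes were set beside the paper's on the paper's scale, with the deposited log2 differences divided by 1.71, the slope against Table 2. Of 42 values of Table 2, 0 differed by more than the SD between replicates, and of 74 values of Table 4, 21, with 1 of opposite direction. The slope was fitted to the same 42 values, which brings them closer to the paper's, so the 0 is no independent check. Most of the 21 are in cl 1, the group with an array left out. The paper states 3 tumours per group, while the select values here rest on 1 control and 2 cl 1 arrays. That SD is limma's moderated SD of single arrays, and a difference from 1 control array varies by more. Whether the different sets of arrays make these gaps was not tested. On the slope against Table 4 itself, 1.83, chosen after seeing the values, 22 values of Table 4 differed, 18 of the 21 and 4 others (MGAT5 in cl 1 at 2.83, the paper's 3.2, MAN1A1 in cl 1 at 3.16, the paper's 4.7, CDON in cl 1 at 1.18, the paper's 1.6 and CD99 in cl 2 at 2.79, the paper's 3.2); LGALS1 in cl 2 at 1.93, the paper's 1.7, CTSL in cl 1 at 2.57, the paper's 2.1 and CTSB in cl 2 at 2.25, the paper's 2.1 no longer did. Settings fixed in advance under which a value lies within that SD are given in brackets, and under the others it does not. For cl 1 the fit of all 16 arrays averages in the array left out, whose values were taken as not tied to their genes. A value of that fit near the paper's thus decides nothing. Fold increases in select mice were LGALS1 in cl 1 3.38, the paper's 2.2 (no setting); LGALS1 in cl 2 2.02, the paper's 1.7 (quantile normalization 1.89, without cl 2 select replicate 3 1.76); MTA2 in cl 1 2.19, the paper's 1.8 (quantile normalization 2.00, a replicate block 1.80); B4GALT6 in cl 1 1.79, the paper's 1.4 (quantile normalization 1.66, all 16 arrays 1.38); GALNT11 in cl 1 1.55, the paper's 1.3 (quantile normalization 1.459, all 16 arrays 1.17); BABAM1 in cl 1 1.59, the paper's 1.3 (quantile normalization 1.45). Fold decreases were MMP2 in cl 1 2.89, the paper's 1.8 (no setting); CTSL in cl 1 2.75, the paper's 2.1 (a replicate block 2.22); MANBA in cl 1 1.95, the paper's 2.3 (quantile normalization 2.09); MANBA in cl 2 2.57, the paper's 3.0 (quantile normalization 2.72, without cl 2 select replicate 3 2.83); LDOC1 in cl 1 1.78, the paper's 1.2 (a replicate block 1.45); SPARC in cl 2 1.40, the paper's 1.8 (without cl 2 select replicate 2 1.53); HAPLN3 in cl 1 1.53, the paper's 1.3 (a replicate block 1.42); ST6GALNAC5 in cl 1 1.456, the paper's 1.2 (all 16 arrays 1.22). Further decreases were PLAUR in cl 1 1.41, the paper's 1.8 (quantile normalization 1.57); CTSB in cl 1 1.65, the paper's 1.4 (without cl 1 select replicate 2 1.57); CTSB in cl 2 2.38, the paper's 2.1 (without cl 2 select replicate 3 2.35); ST8SIA4 in cl 1 0.994, the paper's 1.2 (quantile normalization 1.04, a replicate block 1.11, without cl 1 select replicate 3 1.19); GJB2 in cl 1 1.03, the paper's 1.2 (quantile normalization 1.10, a replicate block 1.11, all 16 arrays 1.19, without cl 1 select replicate 3 1.11); GJB2 in cl 2 1.85, the paper's 2.3 (no setting); JUNB in cl 1 1.28, the paper's 1.0 (a replicate block 1.02), where a value below 1 is an increase. In cl 1 select tumours LDOC1, MMP2, HAPLN3 and ST6GALNAC5 have means of 5.16, 6.13, 5.82 and 5.23, below the highest background probe sets (6.16 to 7.16), which limits their folds. Of these genes only MMP2 was called there. ST6GALNAC5 in the control tumour lies at the lower end of that range, so its signal is not told from background in either group.

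The paper's Tables 2 and 4 hold genes it selected as deregulated, some of them with a p over 0.05 there. Of the 21 genes of the scid table analysed here, limma called 2 in cl 1 and 0 in cl 2, while 13 and 13 had an unadjusted p under 0.05, 15 and 6 in the per-gene model. Of the 37 genes of the select table analysed here, limma called 6 in cl 1 and 13 in cl 2, while 23 and 28 had an unadjusted p under 0.05, 10 and 21 in the per-gene model. Settings fixed in advance that call a gene the paper names and the fit reported does not are as follows, by limma. With the arrays of the same host, cl 1 in scid: ITGB8 -1.37 (limma adjusted p = 0.0365), CSGALNACT2 -1.09 (limma adjusted p = 0.0481), GALNT7 -1.28 (limma adjusted p = 0.0206). With the arrays of the same host, cl 1 in select: CTSL -2.50 (limma adjusted p = 0.0435). With the arrays of the same host, cl 2 in scid: MMP1 -3.37 (limma adjusted p = 0.0484). With the arrays of the same host, cl 2 in select: CTSL -1.49 (limma adjusted p = 0.0373), CDON -2.78 (limma adjusted p = 0.0291), DSG2 -1.95 (limma adjusted p = 0.0439). With quantile normalization, cl 1 in scid: GALNT7 -1.35 (limma adjusted p = 0.0358). With quantile normalization, cl 1 in select: HAPLN3 -1.07 (limma adjusted p = 0.0496), SELPLG -1.20 (limma adjusted p = 0.0184). With quantile normalization, cl 2 in select: PDGFC -2.80 (limma adjusted p = 0.0439), HAPLN3 -1.0003 (limma adjusted p = 0.0321). With a replicate block, cl 1 in select: BABAM1 1.56 (limma adjusted p = 0.0261). Without cl 2 scid replicate 1, cl 2 in scid: ADGRF5 2.93 (limma adjusted p = 0.0229), CTSL -2.06 (limma adjusted p = 0.00829), CXCR4 -2.13 (limma adjusted p = 0.0395). Without cl 2 select replicate 1, cl 2 in select: MAN1A1 -4.13 (limma adjusted p = 0.029). Without cl 2 select replicate 2, cl 2 in select: ADRM1 1.27 (limma adjusted p = 0.0367), HAPLN3 -1.03 (limma adjusted p = 0.0484). Without cl 2 select replicate 3, cl 2 in select: PDGFC -3.34 (limma adjusted p = 0.00595), GALNT7 -1.41 (limma adjusted p = 0.0147).

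The paper ranks LGALS1 as the gene with the most significant increase in select tumours. Here it rose in both clones, by 3.01 (limma adjusted p = 0.00685) and 1.74 (adjusted p = 0.0307), and among the genes with a positive difference, ordered by p, it was gene 32 in cl 1 and 475 in cl 2. For the rise of LGALS1 the paper also cites qRT-PCR and staining, which were not analysed here. The paper's text has MGAT4A rising in select tumours of cl 1, where the log2 difference here was -0.65 (limma adjusted p = 0.881) and 0.093 with a replicate block. It also has MGAT4A rising in scid tumours of cl 1, where the difference was 0.37 (limma adjusted p = 0.82). This scid value has the direction of Table 2 and lies within the SD between replicates of its fold, on the slope fitted to that table. By qRT-PCR the paper also reports a rise of MGAT4A. In Table 4 the paper has ST8SIA4 falling in cl 1, where the difference was 0.02 (limma adjusted p = 0.999). It describes ICAM1 and CD44 proteins as raised with Fra-2 by staining. For CD44 it also cites blots of both clones, and for ICAM1 its blots show more in cl 2 alone. The arrays measure transcripts and not these proteins. In scid tumours of cl 1 the ICAM1 and CD44 transcripts had differences of -0.13 (limma adjusted p = 0.929) and -0.05 (adjusted p = 0.965), and in cl 2 0.68 (adjusted p = 0.722) and 0.28 (adjusted p = 0.921).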

Other observations

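The differences of the Fra-2 clones from control had a part in common between scid and select mice, whose control tumours are different arrays. The same control cells and Fra-2 clones grew in both hosts, so differences between these lines that do not come from Fra-2 would recur too. The simulated groups hold no such difference, so the values below cannot tell it apart from an effect of Fra-2. For Fra-2 cl 1, 80 genes were higher and 10 lower than control in both hosts, where independent draws of as many genes would share 3.07 and 0.439; for cl 2, 8 and 3 (independent draws 0.412 and 0.381), and for both clones together 36 and 15 (1.57 and 0.745). No gene was called in opposite directions in these 3 pairs. Across genes the differences in the hosts had r = 0.541 for cl 1, 0.32 for cl 2 and 0.434 for both, against -0.00565, -0.00264 and -0.00632 in simulated unchanged groups; genes are not independent replicates. Genes that passed limma in both hosts for both clones together included TYMS, at 2.88 (limma adjusted p = 0.0197) in scid and 5.00 (adjusted p = 0.00545) in select mice, the basement membrane chain LAMB1, at 2.17 (adjusted p = 0.0291) and 2.92 (adjusted p = 0.029), and the cytochrome CYC1, at 0.84 (adjusted p = 0.021) and 1.79 (adjusted p = 0.00229); these 3 were named for this after their values were seen.

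Of 31 genes of the hypoxia response, 0 higher and 0 lower passed in scid tumours of both clones (3 higher and 0 lower adjusted over the list alone, 8 higher and 0 lower unadjusted), with a camera adjusted p = 0.000291, and adjusted p = 0.982 with an estimated correlation. In select tumours 1 higher and 0 lower passed (2 higher and 0 lower over the list alone), BNIP3, at 3.74 (limma adjusted p = 0.0196), with a camera adjusted p = 0.00693, and adjusted p = 0.829 with an estimated correlation. In scid tumours of cl 2 the list had a camera adjusted p = 1.03e-07, and adjusted p = 0.996 with an estimated correlation. Of 30 genes of TGF-beta and SMAD signaling, limma found 0 higher and 0 lower in scid tumours (0 higher and 1 lower over the list alone, 1 higher and 6 lower unadjusted) and 0 higher and 2 lower in select tumours (0 higher and 2 lower over the list alone), SMAD4 among them at -1.14 (limma adjusted p = 0.0441), with a camera adjusted p = 0.00311, and adjusted p = 0.575 with an estimated correlation. Of 27 genes of the unfolded protein response, 1 higher and 0 lower passed in scid tumours by either adjustment, PDIA4 at 1.66 (limma adjusted p = 0.04), and 0 higher and 3 lower in select tumours (1 higher and 3 lower over the list alone), SEL1L at -2.57 (adjusted p = 0.0132), HERPUD1 at -2.13 (adjusted p = 0.0313) and PDIA3 at -1.18 (adjusted p = 0.0415). None of 35 interferon response genes passed limma by either adjustment in either host (0 higher and 7 lower unadjusted in scid, 1 higher and 3 lower in select), and the list had a camera adjusted p = 0.0269, and adjusted p = 0.982 with an estimated correlation in scid tumours. Of 21 genes of cholesterol synthesis, PMVK rose in scid tumours, at 0.58 (limma adjusted p = 0.00834), by either adjustment but not after quantile normalization, and none passed in select tumours (5 higher and 0 lower unadjusted). Of 31 NF-kB targets and cytokines, none passed limma in scid tumours by either adjustment (2 higher and 2 lower unadjusted), and LIF rose in select tumours by either adjustment, at 1.16 (limma adjusted p = 0.0182). Of 17 genes described in lung-metastatic MDA MB231 derivatives, of which MMP1, MAN1A1, TNC, SPARC and MMP2 are also in the paper's tables, MAN1A1 fell in scid tumours, at -3.06 (limma adjusted p = 0.0444) (2 higher and 4 lower over the list alone), and MMP2 in select tumours, at -2.66 (adjusted p = 0.022) (0 higher and 2 lower over the list alone).

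In select tumours of both clones, SPINT1, a protease inhibitor of epithelia, was the 1 gene of 25 epithelial markers that passed, at -1.80 (limma adjusted p = 0.00679), and of 22 mesenchymal markers MMP2 and PDGFRB fell, the latter at -0.75 (adjusted p = 0.0189), both by either adjustment; after quantile normalization 1 mesenchymal marker was lower. In Fra-2 tumours SPINT1 (5.34), MMP2 (6.09) and PDGFRB (5.56) lie below the highest background probe sets (6.16 to 7.16), which limits how well the sizes of these differences are known. Of the reference genes the paper used for qRT-PCR, 4 were tested, and none passed limma over all genes in either host for both clones together (1 higher and 1 lower unadjusted in scid, 1 higher and 1 lower over the list alone, 0 in select): GAPDH had 0.53 (limma adjusted p = 0.177) in scid and 0.03 (adjusted p = 0.989) in select tumours of both clones, but in scid tumours 0.98 (adjusted p = 0.037) in cl 1 and 0.083 (adjusted p = 0.965) in cl 2; RPS23 had -0.49 (adjusted p = 0.0764) and 0.12 (adjusted p = 0.888). PTMA was not analysed here.

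Lists of marker genes of 10 cell types were tested in tumours of both clones against control, where cells of the mouse host can be seen only as far as their RNA binds probes for human transcripts, and several markers are shared between lists. In scid tumours, limma found 1 of 27 myeloid genes higher by either adjustment, LAPTM5 at 3.34 (limma adjusted p = 0.026), and 1 of 15 skeletal muscle genes lower by either adjustment, TTN. In select tumours CD53, at -0.90 (limma adjusted p = 0.0299), was the 1 myeloid gene that fell and TTN the 1 muscle gene, and PDGFRB the 1 gene of 19 fibroblast and of 14 pericyte and smooth muscle markers; after quantile normalization CD53 and PDGFRB no longer passed. CD53 in select and TTN in scid tumours read below the highest background probe sets (6.16 to 7.16) in control as in Fra-2 tumours, so these signals are not told from background. None of 28 endothelial, 13 neutrophil, 18 lymphocyte and NK cell, 12 adipocyte, 13 keratinocyte and 7 erythroid genes passed limma over all genes in either host; at an unadjusted p 1 endothelial gene was higher in each host and 1 adipocyte gene higher in scid, 1 neutrophil, 1 lymphocyte and 1 keratinocyte gene were lower in select tumours, and over the list alone 1 neutrophil gene was lower in select tumours. No list of a cell type had a camera adjusted p under 0.05 in these 2 comparisons (lowest adjusted p = 0.11, fibroblasts in select tumours).

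Replicate numbers did not pair the arrays of different groups: over 26 pairs of arrays with the same number, the residuals had a mean r of 0.00846, with 6 pairs over 0.1, and of 52 other pairs 11 were over 0.1.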
